# Network Modeling Reveals Prevalent Negative Regulatory Relationships between Signaling Sectors in Arabidopsis Immune Signaling

**DOI:** 10.1371/journal.ppat.1001011

**Published:** 2010-07-22

**Authors:** Masanao Sato, Kenichi Tsuda, Lin Wang, John Coller, Yuichiro Watanabe, Jane Glazebrook, Fumiaki Katagiri

## Abstract

Biological signaling processes may be mediated by complex networks in which network components and network sectors interact with each other in complex ways. Studies of complex networks benefit from approaches in which the roles of individual components are considered in the context of the network. The plant immune signaling network, which controls inducible responses to pathogen attack, is such a complex network. We studied the Arabidopsis immune signaling network upon challenge with a strain of the bacterial pathogen *Pseudomonas syringae* expressing the effector protein AvrRpt2 (*Pto* DC3000 AvrRpt2). This bacterial strain feeds multiple inputs into the signaling network, allowing many parts of the network to be activated at once. mRNA profiles for 571 immune response genes of 22 Arabidopsis immunity mutants and wild type were collected 6 hours after inoculation with *Pto* DC3000 AvrRpt2. The mRNA profiles were analyzed as detailed descriptions of changes in the network state resulting from the genetic perturbations. Regulatory relationships among the genes corresponding to the mutations were inferred by recursively applying a non-linear dimensionality reduction procedure to the mRNA profile data. The resulting static network model accurately predicted 23 of 25 regulatory relationships reported in the literature, suggesting that predictions of novel regulatory relationships are also accurate. The network model revealed two striking features: (i) the components of the network are highly interconnected; and (ii) negative regulatory relationships are common between signaling sectors. Complex regulatory relationships, including a novel negative regulatory relationship between the early microbe-associated molecular pattern-triggered signaling sectors and the salicylic acid sector, were further validated. We propose that prevalent negative regulatory relationships among the signaling sectors make the plant immune signaling network a “sector-switching” network, which effectively balances two apparently conflicting demands, robustness against pathogenic perturbations and moderation of negative impacts of immune responses on plant fitness.

## Author Summary

When a plant detects pathogen attack, this information is conveyed through a molecular signaling network to turn on a large variety of immune responses. We investigated how this plant immune signaling network was organized using the model plant Arabidopsis. Wild type and mutant plants with defects in immune signaling were challenged with a pathogen. Then, expression levels of many genes were measured using microarrays. Detailed analysis of the mutation effects on gene expression allowed us to build a signaling network model composed of the genes corresponding to the mutations. This model predicted that the network components are highly interconnected and that it is very common for network components that mediate different signaling events to inhibit each other. The prevalent signaling inhibitions in the network suggest that only part of the signaling network is usually used but that if this part is attacked by pathogens, other parts kick in and back up the function of the attacked part. We speculate that plant immune signaling is highly tolerant to pathogen attack due to this backup mechanism. We also speculate use of only part of the network at any one time helps minimize negative impacts of the immune response on plant fitness.

## Introduction

To understand the regulation of a particular biological process, it is important to elucidate what structural features of the signaling network regulating the process govern the behavior of the signaling network as a whole [1], [2]. With a complex signaling network, in which components are highly interconnected, this is a challenging task. One problem is that the function of a sector of the network can be compensated by some other sector, and, consequently, functional identification of these sectors by knocking out each of the sectors is difficult. In this example of network compensation, it is assumed that these network sectors are functionally redundant but mechanistically distinct: they are not composed of homologous molecular components. General strategies to efficiently elucidate the structure of a complex signaling network are in demand.

The plant immune signaling network, which regulates defense triggered upon pathogen attack, is such a complex network. Two modes of plant immunity, pattern- and effector-triggered immunity (PTI and ETI) have been characterized in resistance against biotrophic and hemi-biotrophic pathogens [3]. PTI is initiated by recognition of a microbe-associated molecular pattern (MAMP) by the corresponding pattern recognition receptor (PRR), which is typically integrated in the plasma membrane. For example, a fragment of bacterial flagellin, flg22, is a MAMP, and is recognized by the FLS2 receptor-like kinase PRR in Arabidopsis [4]. Pathogens adapted to a particular plant host deliver effectors which interfere with PTI [5]. Countering pathogen effectors, plants have acquired another class of receptors, resistance (R) proteins, that specifically recognize particular effectors, leading to induction of ETI. For example, the Arabidopsis R protein RPS2 indirectly recognizes the *Pseudomonas syringae* effector AvrRpt2 [6], [7].

Although the way pathogen attack is recognized is distinct between PTI and ETI, they are not separate, but rather form an integrated immune system. The intimate relationships between PTI and ETI have been suggested by the facts that many downstream events are shared. For example, in Arabidopsis, MAP kinases 3 and 6 are rapidly and transiently activated in PTI and activated for an extended period in ETI [8]. Reactive oxygen species (ROS) production in PTI is absolutely dependent on the NADPH oxidase RBOHD, and ROS production in ETI is largely dependent on RBOHD [9], [10]. The nitric oxide (NO) signaling sector comprised of NO-associated 1 (NOA1) protein and NIA1 and NIA2 nitrate reductases is also involved in both PTI and ETI [11], [12]. Furthermore, similarities in the PTI and ETI transcriptome responses have been pointed out [13].

The signaling sectors defined by the phytohormones, salicylic acid (SA), jasmonic acid (JA), and ethylene (ET), are important in plant immunity: generally the SA sector for immunity against biotrophic and hemi-biotrophic pathogens and the JA and ET sectors for immunity against necrotrophic pathogens [14], [15], [16]. The iso-chorismate synthase SID2 (ICS1) [17] and the MATE-type transporter EDS5 [18] are required for SA synthesis in response to pathogen attack. NPR1 [19] is a major positive regulator of SA responses. The regulators EDS1 and PAD4 are important for SA accumulation as well as SA-independent signaling functions [20], [21], [22]. The JA sector contains the JAR1 enzyme that produces the JA-Ile conjugate, which is the active form of JA [23], the F-box protein COI1, which responds to JA-Ile by targeting the JAZ transcription repressors for degradation [24], and the JIN1 Myc transcription activator [25]. The metal-ion transporter EIN2 is required for most ET responses [26], and the EIN3 transcription activator positively regulates some ET responses [27]. Other phytohormones, such as abscisic acid, auxin, brassinosteroids, and gibberellins, are also involved in plant immune signaling [28]. Although the phytohormone levels change during PTI and ETI, the specific effects of the phytohormone sectors in PTI and ETI had been considered to be limited or unclear [3], [29], [30].

Recently, we demonstrated that both flg22-triggered PTI (flg22-PTI) and AvrRpt2-triggered ETI (AvrRpt2-ETI) are mostly dependent on the signaling network defined by the SA, JA, ET and PAD4 sectors [31]. Therefore, the signaling machinery is extensively shared between flg22-PTI and AvrRpt2-ETI. A main difference between PTI and ETI appears to reside in how the sectors in the common network interact one another. If this is true, then to further our understanding of the integrated plant immune signaling network, it is important to elucidate the global regulatory relationships among the network components.

One major use of mRNA profiles is as detailed descriptions of biological states, because an mRNA profile data set is a massive phenotypic data set. This use was pioneered by the “compendium” approach, in which mutations and chemicals that cause similar changes in mRNA profiles are hypothesized to be involved in the same biological processes [32]. In our earlier studies, we implemented non-linear dimensionality reduction [33] in combination with graphical representation to reveal multi-dimensional relationships with locally variable dimensionalities among the mRNA profiles [34], [35], [36]. In this way, information about the nature of similarities between mRNA profiles was obtained in addition to the scalar similarities, and novel relationships among Arabidopsis mutants and accessions were discovered.

Here, we report an integrated regulatory relationship model comprised of 22 components including most of the genetically-defined major regulators of immunity in Arabidopsis. The network structure was inferred based on mRNA profiles for 571 immune response genes of Arabidopsis mutants with defects in immune regulatory genes. The mRNA profiles were collected at a single time point six hours post inoculation (hpi) with the bacterial strain *P. syringae* pv. *tomato* DC3000 expressing the effector AvrRpt2 (*Pto* DC3000 AvrRpt2). This strain feeds multiple inputs to the network. The regulatory relationships were inferred by recursively applying a non-linear dimensionality reduction procedure, which allowed detection of many weak relationships. The model correctly predicted 23 out of 25 previously known relationships, suggesting the accuracy of newly predicted relationships. Two features of the network model were readily evident: the network components were highly interconnected; and negative regulatory relationships between signaling sectors were very common. We confirmed the latter point in one case by demonstrating a mutual inhibition between the SA and early MAMP-triggered (EMT) signaling sectors. Based on the prevalent negative regulatory relationships, we propose “sector-switching” as an important property of the plant immune signaling network.

## Results

### The procedure for inferring the regulatory relationships among components of the Arabidopsis immune signaling network

#### mRNA profiling

mRNA profiling was used to collect detailed descriptions of the network state, and the changes in the network state were determined by comparing the mutant mRNA profiles with the wild-type mRNA profile. One advantage of this approach is that regulatory mechanisms defined by the mutations do not have to be regulated at the mRNA level. For example, a biological process that is regulated by the activity of a protein kinase can be studied using the mRNA profile of the protein kinase mutant even when the mRNA level of the protein kinase is not regulated in this process. This is because the mRNA levels of particular genes were not used as proxies for the activities of the gene products, instead, the mRNA profile changes in a mutant plant compared with the wild-type plant were used as the effects caused by the mutation. Another advantage is that the number of genes in the profiles need not be very high: the genes to be profiled only need to cover (almost) all the expression patterns across the mutants used in the study. We previously reported a dedicated custom microarray that accurately monitors the mRNA levels of 571 Arabidopsis genes, which represent mRNA profile patterns across many conditions related to pathogen infections [37]. Use of this small-scale microarray made this project economical even though we used three biological replicates for profiling.

#### Inputs to the network

We collected mRNA profiles of the mutants and the wild type Columbia-0 (Col-0) from leaf tissues after inoculation of *Pto* DC3000 AvrRpt2. 

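Each mRNA profile is 1 microarray of RNA pooled from 3 plants of one genotype, with 2 inoculated leaves taken from each 4 week-old plant 6 h after infiltration of *Pto* DC3000 AvrRpt2, a bacterial strain that delivers the effector AvrRpt2, which plants carrying the resistance gene *RPS2* recognize. The methods give the inoculum as an OD600 of 0.05, and the sample labels give it as 100000000 cfu per ml. The deposited table holds 576 probes, and the 94 arrays used for the network were 14 of Col-0, 3 of each of 15 mutants and 5 of each of 7 mutants (*ein2-1*, *ein3-1*, *mpk3*, *noa1*, *npr1-1*, *pad4-1* and *rbohD*) that had been profiled in 2 experiment groups. The arrays fall into 14 batches, which are 2 replicates of group 00 and 3 replicates of each of the other 4 groups, and every batch holds its own Col-0 array. The authors had normalized the values by the stable gene-based quantile method on the log2 scale, with array medians from 3.82 to 4.73 and no missing value. Whether the deposited values also hold the study's calibration between experiment groups is not known. From these values the log2 difference of each mutant from Col-0 was estimated for every probe with limma, in one model with a term for each batch (58 residual degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method within each mutant at a threshold of 0.05. The median standard error of such a difference was 0.165 for a mutant with 5 arrays and from 0.207 to 0.232 for a mutant with 3 arrays, so the number of arrays limits which changes can be detected. A gene symbol or locus was known for 181 of the probes, so counts of genes cover all 576 probes and named genes come from these 181. None of the 22 mutated genes is among the named probes, and their own mRNA levels are not used here as a check of the genotypes. Gene names stand for probes of this array, which was made for genes of the pathogen response, so directions are those of such genes and not of a whole transcriptome.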

The inoculation dose was sufficiently high for most parenchymal cells to have direct contact with the bacteria. As parenchymal cells are predominant in leaf tissues, this biological system is relatively homogenous at the cellular level. The bacterial strain can stimulate multiple signaling pathways: AvrRpt2 triggers RPS2-mediated ETI, which involves SA-mediated signaling and ROS and NO bursts [9], [38], [39], [40]; the phytotoxin coronatine produced by the strain mimics JA-Ile and activates JA-mediated signaling [41]; MAMPs, such as flg22, trigger PTI, whose early responses include MAP kinase 3 and 6 (MPK3/6) activation, ROS and ET bursts, and callose deposition [42], [43], [44], [45]. Thus, this strain feeds inputs into the network from multiple different points, which allows us to probe a large part of the network at once.

#### Perturbations of the network by mutations

Arabidopsis mutants with defects in canonical immune signaling components were used to specifically perturb various points in the signaling network. Table 1 lists the Arabidopsis mutants used in this study, the functions of the corresponding genes, and their signaling sector assignments.

**Table 1:** Arabidopsis mutants used in this study.

Mutant name	Locus	Short description	Assigned signaling sector^a^	Reference
noa1-1	At3g47450	NOA1 (NO Associated 1); GTPase/nitric-oxide synthase	NO	[71]
AtrbohD	At5g47910	RBOHD (Respiratory Burst Oxidase Homologue D); NAD(P)H oxidase	ROS, EMT	[72]
AtrbohF	At1g64060	RBOHF (Respiratory Burst Oxidase Homologue F); NAD(P)H oxidase	ROS	[72]
coi1-1	At2g39940	COI1 (COronatine Insensitive 1); ubiquitin-protein ligase	JA	[73]
dde2-2	At5g42650	DDE2 (Delayed DEhiscence 2)/AOS (Allene Oxide Synthase); allene oxide synthase	JA	[74]
ein2-1	At5g03280	EIN2 (Ethylene INsensitive 2); transporter	ET, EMT	[26]
ein3-1	At3g20770	EIN3 (Ethylene INsensitive 3); transcription factor	ET, EMT	[27]
jar1-1	At2g46370	JAR1 (JAsmonate Resistant 1); jasmonate-amino synthetase; a member of the GH3 family	JA	[23]
jin1-1	At1g32640	JIN1 (Jasmonate INsensitive 1); MYC2; transcription factor	JA	[25]
mpk3	At3g45640	ATMPK3 (Arabidopsis Thaliana Mitogen-Activated Protein Kinase 3); MAP kinase	MPK3/6, EMT	[75]
mpk6-2	At2g43790	ATMPK6 (Arabidopsis Thaliana Mitogen-Activated Protein Kinase 6); MAP kinase	MPK3/6, EMT	[76]
nho1-2	At1g80460	NHO1 (Nonhost resistance to P. s. phaseolicola 1); glycerol kinase	Misc.	[77]
nia2	At1g37130	NIA2 (NItrate reductase Apoprotein2); nitrate reductase	NO	[78]
ndr1-1	At3g20600	NDR1 (Non race-specific Disease Resistance 1); a plasmamembrane protein	R gene	[79]
npr1-1	At1g64280	NPR1 (Nonexpresser of PR genes 1); transcription cofactor	SA	[19]
pad4-1	At3g52430	PAD4 (PhytoAlexin Deficient 4); lipase-like	SA	[21]
pbs2-1	At5g51700	PBS2 (PphB Susceptible 2); a protein with two zinc binding (CHORD) domains	R gene	[80], [81]
pen2-1	At2g44490	PEN2 (PENetration 2); hydrolase, hydrolyzing O-glycosyl compounds/thioglucosidase	Misc.	[82]
pmr4-1	At4g03550	PMR4 (Powdery Mildew Resistant 4); GLUCAN SYNTHASE-LIKE 5; 1,3-beta-glucan synthase	Callose, EMT	[52]
rps2-101C	At4g26090	RPS2 (Resistance to P. Syringae 2); a NB-ARC protein	R gene	[83], [84]
sag101-2	At5g14930	SAG101 (Senescence-Associated Gene 101); lipase-like	Misc.	[85]
sid2-2	At1g74710	SID2 (SALICYLIC ACID INDUCTION DEFICIENT 2); isochorismate synthase 1 (ICS1)	SA	[17]

a They indicate signaling sectors mediating signals of Callose, callose deposition; ET, ethylene; JA, jasmonic acid; MPK3/6, MAP kinases 3/6; Misc., miscellaneous function; NO, nitric oxide; R gene, resistance gene; ROS, reactive oxygen species; SA, salicylic acid; EMT, early MAMP-triggered.

#### Time point

A single time point of six hpi was chosen for cost-effectiveness. The time point was determined based on our previous observations [46]: the number of genes with expression changes was much higher at 6 hpi than 3 hpi; and while the profile at 9 hpi was similar to that at 6 hpi, we reasoned that the earlier profile may contain more relatively early effects of the genetic perturbations.

#### Network inference

The principle used in network inference is that genes whose mutations cause similar effects on mRNA profiles share regulatory relationships: one regulates the other, both similarly regulate the mRNA levels of the same genes, both are regulated by the same regulator, or the relationships are a combination of these. Such regulatory relationships were visualized by links between the vertices corresponding to the mutant genes in a graphical representation of the network: a positive link when the direction of observed mRNA level changes was the same and a negative link when the direction was opposite.

The mRNA profiles were collected in multiple experiment groups and combined into a single data set using mixed linear models (MATERIALS AND METHODS, Table S1). The overall experimental design regarding the experiment group was not symmetric, and the overlapping genotypes in any particular combination of experiment groups were limited. These features may have introduced some biases in the data set. To compare mutation effects, log_2_-transformed expression values of genes in the wild type mRNA profile were subtracted from log_2_-transformed expression values of genes in each mutant mRNA profile, and the obtained log-transformed mRNA profile change was scaled across the genes, but not centered, to preserve the signs of the values (which is called a difference profile hereafter). 

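Loss of NDR1 or RPS2, both needed for the response to AvrRpt2, changed the most genes. In *ndr1-1* the heat shock protein gene Hsp70-2 (AT5G02490) fell by 5.39 on the log2 scale (standard error 0.31, adjusted p = 5.2e-23 from limma, lower in 3 of 3 batches) and AT1G05340 fell by 4.64, while CCL (AT3G26740) rose by 1.97 and the tubulin gene TUB6 (AT5G12250) by 1.85. In *rps2-101C* the gene AT1G05340 fell by 4.23 (standard error 0.38, adjusted p = 3.1e-14), Hsp70-2 fell by 3.76, and AT3G28270 rose by 2.04. In the JA-insensitive mutant *coi1-1* the transcription factor gene WRKY29 (AT4G23550) rose by 1.94 (standard error 0.30, adjusted p = 3.5e-07) and AT2G34810 fell by 2.23 (adjusted p = 7.5e-08). In *pen2-1* the glucosyltransferase gene UGT74B1 (AT1G24100), which acts in glucosinolate synthesis, fell by 1.48 (adjusted p = 0.0012).
By limma, 101 genes were higher and 279 lower in *ndr1-1*, 85 and 215 in *rps2-101C*, 74 and 147 in *npr1-1*, 60 and 158 in *pad4-1*, 53 and 107 in *coi1-1*, 21 and 136 in *sid2-2*, 33 and 104 in *pbs2-1*, 12 and 61 in *noa1*, and 5 and 15 in *ein2-1*. The fit called here and below without the batch terms kept a term for each experiment group and dropped only the replicate within it. Without the batch terms 128 genes in all passed in *npr1-1*, 105 in *pad4-1*, 90 in *coi1-1*, 60 in *sid2-2*, 15 in *pbs2-1*, 0 in *noa1* (92 at an unadjusted p under 0.05) and 4 in *ein2-1*. With each mutant set against the Col-0 arrays of its own batches only, 0 passed in *pbs2-1* (111 unadjusted), 0 in *noa1* (104), 1 in *ein2-1* and 189 in *rps2-101C*. Without replicate 2 of group 02, 0 passed in *noa1* (74 unadjusted), without replicate 3 of group 01, 26 passed in *pbs2-1*, and without replicate 2 of group 01, 99 passed in *sid2-2* and 12 in *ein2-1*. In each of *dde2-2* and *pen2-1* 9 genes were lower and 0 higher, 2 were lower in *rbohF*, and 1 was higher in *jar1-1*. Without the batch terms these were 2 in *dde2-2*, 5 in *pen2-1*, 0 in *rbohF* (9 unadjusted) and 0 in *jar1-1* (21). In the other 9 mutants 0 genes passed: the numbers at an unadjusted p under 0.05 were 57 in *ein3-1*, 36 in *rbohD*, 24 in *jin1-1*, 20 in *mpk3*, 17 in *nho1-2*, 14 in *nia2*, 7 in *mpk6-2*, 7 in *pmr4-1* and 6 in *sag101-2*, and a mixed model called 1 gene in *nho1-2* and 0 in the others. In all, 476 genes changed in at least 1 mutant, 155 of them in 5 or more, and 100 in none. These 476 genes form the difference profiles.
The median difference over all probes was −0.36 in *ndr1-1*, −0.19 in *sid2-2* and −0.18 in *rps2-101C*, and centring every array on its median moved it to 0.32, 0.12 and 0.12. In *npr1-1*, *pad4-1* and *pbs2-1* it was −0.11, −0.12 and −0.13, and 0.03, 0.09 and 0.10 with centring. With centring the numbers higher and lower were 268 and 174 in *ndr1-1*, 183 and 149 in *rps2-101C*, 122 and 113 in *npr1-1*, 164 and 89 in *pad4-1*, 89 and 94 in *coi1-1*, 113 and 68 in *sid2-2*, 67 and 44 in *pbs2-1*, 16 and 37 in *noa1*, 11 and 13 in *ein2-1*, 6 and 4 in *dde2-2*, and 2 and 9 in *pen2-1*. Of the 84 named changes tested with centring, 0 turned direction.

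**Figure D1:**
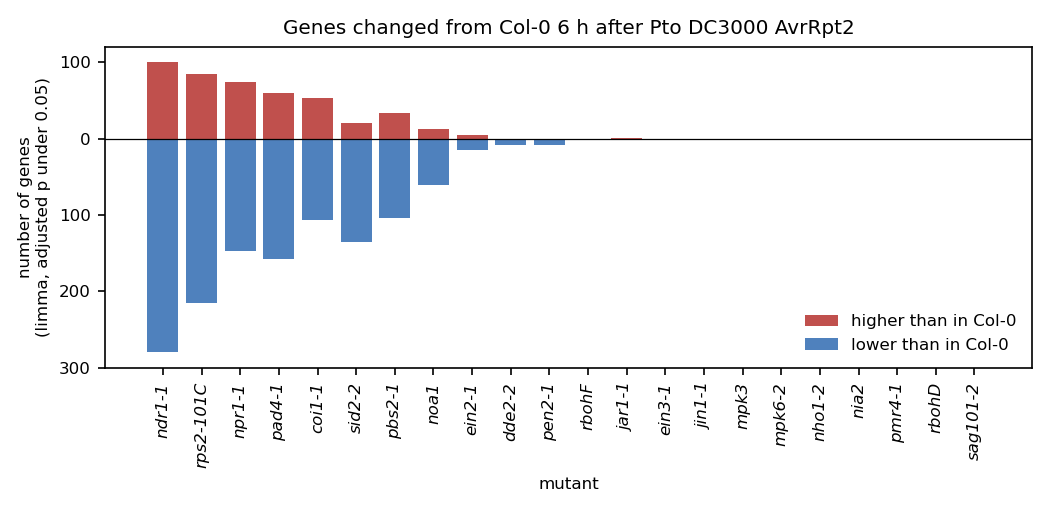
Number of genes changed from Col-0 in each of the 22 mutants (limma, adjusted p under 0.05), with genes higher than in Col-0 above the line and genes lower than in Col-0 below it. The bars run from 380 changed genes in *ndr1-1* to none in 9 mutants.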

Linear dimensionality reduction was applied locally (Locally Linear Embedding, LLE; [33]), so that the same types of mRNA profile changes do not make redundant links. Although the above procedure is in principle the same as used in our previous studies [34], [35], [36], we implemented an additional concept in the current study. In the previous procedure, mutant difference profiles that are local to a particular mutant difference profile are defined based on the global distance in the difference profile space. However, mutants that have a weak regulatory relationship, such as one corresponding to weak cross-talk, may not be detected as their difference profiles may not be located closely in the global space. In the new procedure, named Repetitive Euclidean-distance Locally linear Embedded Graph Generator (RepEdLEGG), the residual from the first round of LLE was subjected to another round of LLE. This recursive application of LLE enabled detection of such weak regulatory relationships (Figure S1). The overall workflow of the network inference procedure is summarized in Figure 1.

**Figure 1:**
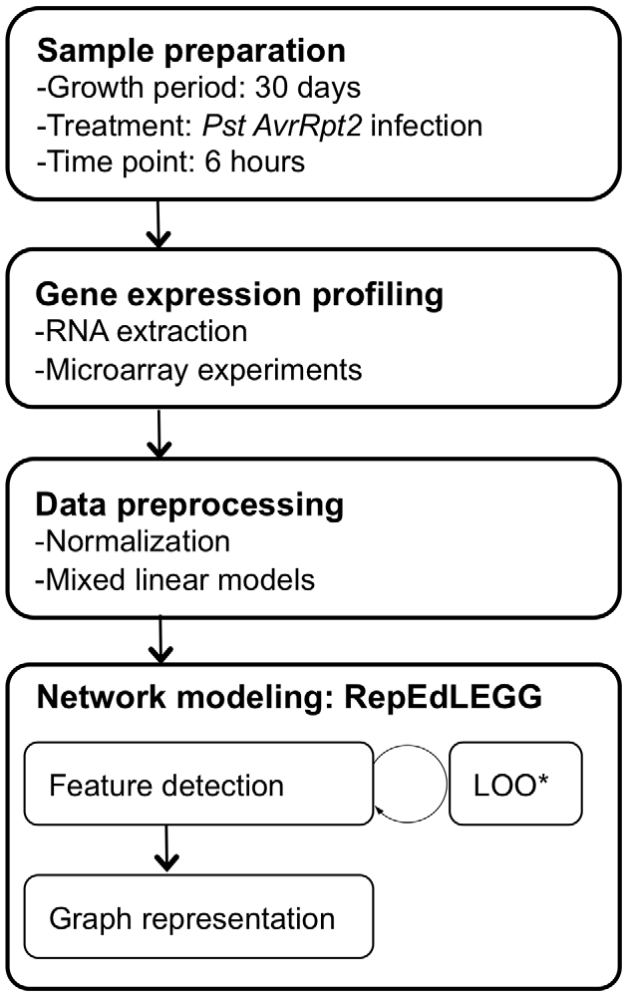
The workflow for network inference.

### Evaluation of the immune signaling network model using previous information

With the above procedure, we obtained a regulatory relationship model for 22 genes corresponding to the mutations with 67 undirected links, which we refer to as our network model (Figure 2). 

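The closest difference profiles were those of *ndr1-1* and *rps2-101C*. The glucosyltransferase gene UGT76B1 (AT3G11340) fell by 4.92 on the log2 scale in *ndr1-1* and by 2.62 in *rps2-101C*, AT4G39670 had differences of −4.31 and −3.13, and AT1G26380, which encodes a FAD-linked oxidoreductase, of −3.75 and −3.02 (largest adjusted p = 4.2e-07 from limma). Their uncentered Pearson correlation across the 476 genes was 0.936 (covariance 2.09), where unchanged mutants simulated against the same Col-0 arrays had a mean of 0.438 (covariance 0.0356), and the positive NDR1-RPS2 link had a coefficient of 0.727 (q = 2.7e-113). Genes are not independent replicates, so q-values of links rest on genes and not on arrays.
RepEdLEGG, rebuilt from the methods and run on these profiles, gave 64 links among the 22 genes. NPR1 and JAR1 had 8 links each and RBOHF had 2, with a mean of 5.82 per gene. The 9 mutants without a changed gene took part in 41 of the links, and 13 of these joined 2 such mutants. Profiles of mutants from one experiment group share Col-0 arrays, so the procedure was also run on 100 sets of profiles simulated without any mutant effect. Noise that was independent between genes gave a median of 38.5 links (30 to 48), and noise drawn as the residuals of whole arrays, which keeps the correlation between genes, gave a median of 72 links (58 to 87), with 64 or more in 91 of the sets.

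**Figure D2:**
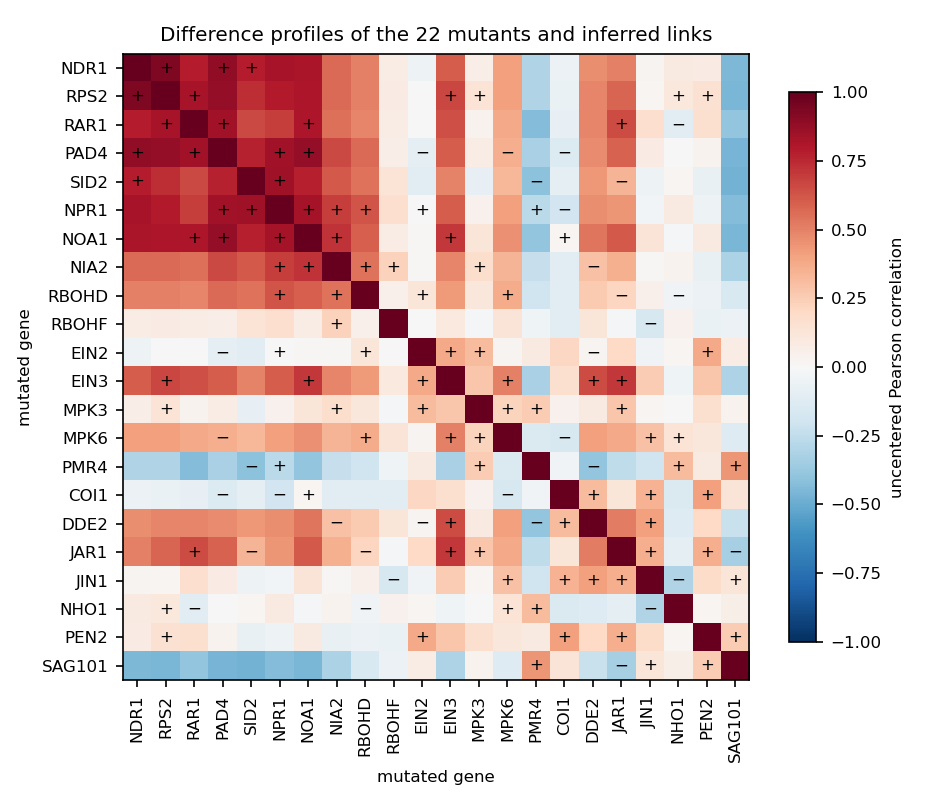
Uncentered Pearson correlation between the difference profiles of each pair of the 22 mutants, named by the mutated gene (color scale from −1 to 1), with the 64 inferred links marked + where positive and − where negative. The highest correlations are those of NDR1 with RPS2 and with PAD4.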

Our network model has a form of an undirected graph since a single time-point data set does not allow inference of the direction of relationships without an additional assumption. Forty-eight and 19 links represented positive and negative regulatory relationships, respectively (Figure 2A and 2B, Figure S2, Table S2). 

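A positive link joined NPR1 and SID2, which act in SA perception and SA synthesis. AT3G28510 fell by 2.61 on the log2 scale in *npr1-1* and by 2.96 in *sid2-2* (adjusted p = 1.2e-08 and 1.8e-07 from limma), and UGT76B1, a glucosyltransferase gene, fell by 2.18 and 3.19. A negative link joined COI1, the JA receptor component, and NPR1. The transcription factor gene WRKY53 (AT4G23810) rose by 1.49 in *coi1-1* (standard error 0.33, adjusted p = 2.2e-04) and fell by 1.35 in *npr1-1* (standard error 0.23, adjusted p = 6.3e-06), and AT4G24350 fell by 2.61 in *coi1-1* and rose by 0.94 in *npr1-1*. Other genes did not differ in direction, and the glutaredoxin gene GRX480 fell in both mutants.
Of the 64 links inferred from the deposited data, 48 were positive and 16 negative. The coefficients were 0.636 for NPR1-SID2 (q = 3.0e-49) and −0.124 for COI1-NPR1 (q = 4.0e-10). The *coi1-1* and *npr1-1* profiles had a correlation of −0.193. That lies within the limits of −0.512 and 0.467 for unchanged mutants simulated from residuals of whole arrays. Their covariance was −0.141 beside a simulated −7.8e-05. Of the 16 negative links, 11 joined profiles with a correlation below 0 and 5 joined profiles with a correlation above 0, such as MPK6 and PAD4 (coefficient −0.087, correlation 0.365). Among positive links, only that of NPR1 and PMR4 joined profiles with a correlation below 0.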

To evaluate the accuracy of the predicted regulatory relationships, the published literature was surveyed for supporting experimental data (Table S3). Twenty-five pairwise regulatory relationships between genes used in this study, that included information about the sign of the relationships, were found in published literature. 

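Among pairs with a relationship known from the literature, NPR1 and PAD4 of the SA sector shared falls of several genes. AT1G05340 fell by 1.46 on the log2 scale in *npr1-1* and by 1.39 in *pad4-1* (adjusted p = 9.0e-05 and 2.1e-04 from limma), and AT3G54150 fell by 1.10 and 1.54. COI1 and DDE2, which act in JA perception and JA synthesis, shared AT1G10585, which fell by 3.28 in *coi1-1* (standard error 0.33, adjusted p = 2.6e-12) and by 1.44 in *dde2-2* (standard error 0.30, adjusted p = 0.0013). In the ethylene-insensitive mutant *ein2-1*, which is linked with *ein3-1*, the peroxidase gene AT2G37130 fell by 0.73 (adjusted p = 0.0035), and in *ein3-1* its difference was −0.40 (adjusted p = 0.34).
Of the 25 relationships listed in Table S3, 22 were linked in the network rebuilt here and 21 had the listed sign. The coefficients were 0.227 for NPR1-PAD4, 0.304 for COI1-DDE2 and 0.326 for EIN2-EIN3. EIN2-PMR4, PMR4-RAR1 and EIN3-SID2 were not linked, and JIN1-MPK6 was linked with the opposite sign. With the mutants permuted 10000 times, a median of 4 and at most 11 of the relationships were found, and with mutants exchanged only with others of the same experiment groups a median of 8, with 21 in 1 of 10000 exchanges. Profiles simulated from residuals of whole arrays gave a median of 7 and at most 13. The table gives no signs, so the signs of the study's own model were taken for all but the JIN1-MPK6 and EIN3-SID2 relationships, and the permutations and simulations are not independent of that model.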

Our network model correctly predicted 23 out of the 25 known regulatory relationships. 

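JIN1 is the transcription factor MYC2 of JA signaling, and MPK6 is a MAP kinase. In *jin1-1* and *mpk6-2* 0 genes passed limma's test, so the link between them rests on differences that were not detectable one by one. Of the probes with a name, those that pull the 2 profiles together most were AT3G28540 and UGT76B1. AT3G28540 had log2 differences of −0.83 in *jin1-1* and −0.65 in *mpk6-2* (adjusted p = 0.79 and 0.99 from limma), and UGT76B1 had 0.68 and 0.30. AT3G59930 went the other way, with −0.35 and 0.32. The correlation of the profiles was 0.291, and the link was positive with a coefficient of 0.356 (q = 1.5e-17). Unchanged mutants simulated against the same Col-0 arrays had a mean correlation of 0.375 for this pair, and the covariance was 0.0133 beside a simulated 0.0247. Both mutants were profiled in group 03 only, so the Col-0 arrays cannot be split between them.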

One of the relationships not correctly inferred was the JIN1-MPK6 relationship: MPK6 was described as a negative regulator of JIN1 [47] whereas our model predicts a positive relationship between them. The other was that the model did not predict a direct relationship corresponding to negative regulation of SID2 by EIN3, described in Chen *et al.* [48]. However, when JAR1, which was connected positively and negatively with EIN3 and SID2, respectively, was removed from the input data set, the negative regulatory relationship between EIN3 and SID2 was inferred (Table S4). 

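JAR1, which conjugates JA to isoleucine, was linked positively with EIN3 and negatively with SID2. The small heat shock protein gene AT2G29500 differed by −0.49 on the log2 scale in *ein3-1* and by −1.09 in *jar1-1* (adjusted p = 0.58 and 0.29 from limma, neither passing). In *jar1-1* and *sid2-2* the peroxidase gene AT5G64120 differed in opposite directions, by 0.45 in *jar1-1* (adjusted p = 0.64) and with a fall of 1.33 in *sid2-2* (adjusted p = 0.0026). In *ein3-1* and *sid2-2* the glutathione S-transferase gene GSTF3 (AT2G02930) differed by −0.76 and −1.17 (adjusted p = 0.49 and 0.058), while AT4G24350 differed by −0.38 in *ein3-1* and rose by 1.49 in *sid2-2* (adjusted p = 2.5e-04).
The EIN3-JAR1 coefficient was 0.366 (correlation 0.704, covariance 0.0654) and the JAR1-SID2 coefficient was −0.122 (0.340, 0.110). Simulated unchanged mutants had mean correlations of 0.353 and 0.0995 and covariances of 0.0214 and 0.00917. Both correlations lie within the upper simulated limits of 0.835 and 0.602. Without the *jar1-1* profile the model had 62 links, 46 positive and 16 negative, and EIN3-SID2 was not among them. SID2 was then linked negatively with MPK3 (coefficient −0.085, q = 2.2e-04), a link that the model of all 22 mutants did not hold, and negatively with PMR4 (−0.151). The correlation of the *ein3-1* and *sid2-2* profiles was 0.498 (0.129 for simulated unchanged mutants, upper limit 0.665, with covariances of 0.121 and 0.00924). Table S4 gives this pair a correlation of 0.5239 and a coefficient of −0.0204, which are the paper's values. The other coefficients in this paragraph are on scaled profiles. Coefficients of Table S2 were closer to a refit on unscaled profiles (correlation 0.999) than on scaled ones (0.746), so sizes may not compare. The JAR1-SID2 link was absent without the batch terms, with each mutant set against the Col-0 arrays of its own batches only, and after median centring, and without any of 6 of the 14 batches.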

Under our experimental conditions, JA signaling could be strong due to coronatine and may have masked the effect of EIN3, which mediates ET signaling. Note that the known links were established with data from diverse experiments conducted using various Arabidopsis-pathogen interactions, performed by many different research groups. While such studies helped us to select useful mutants for our study, our network model was built based solely on mRNA profile data collected using a single experimental setup with a single time point. This fact demonstrates the richness of information in descriptions of the network state consisting of mRNA profiles and the high efficiency of network inference using mRNA profiles as detailed descriptions of network states. The high accuracy in prediction of previously known regulatory relationships suggests the accuracy of newly predicted regulatory relationships.

**Figure 2:**
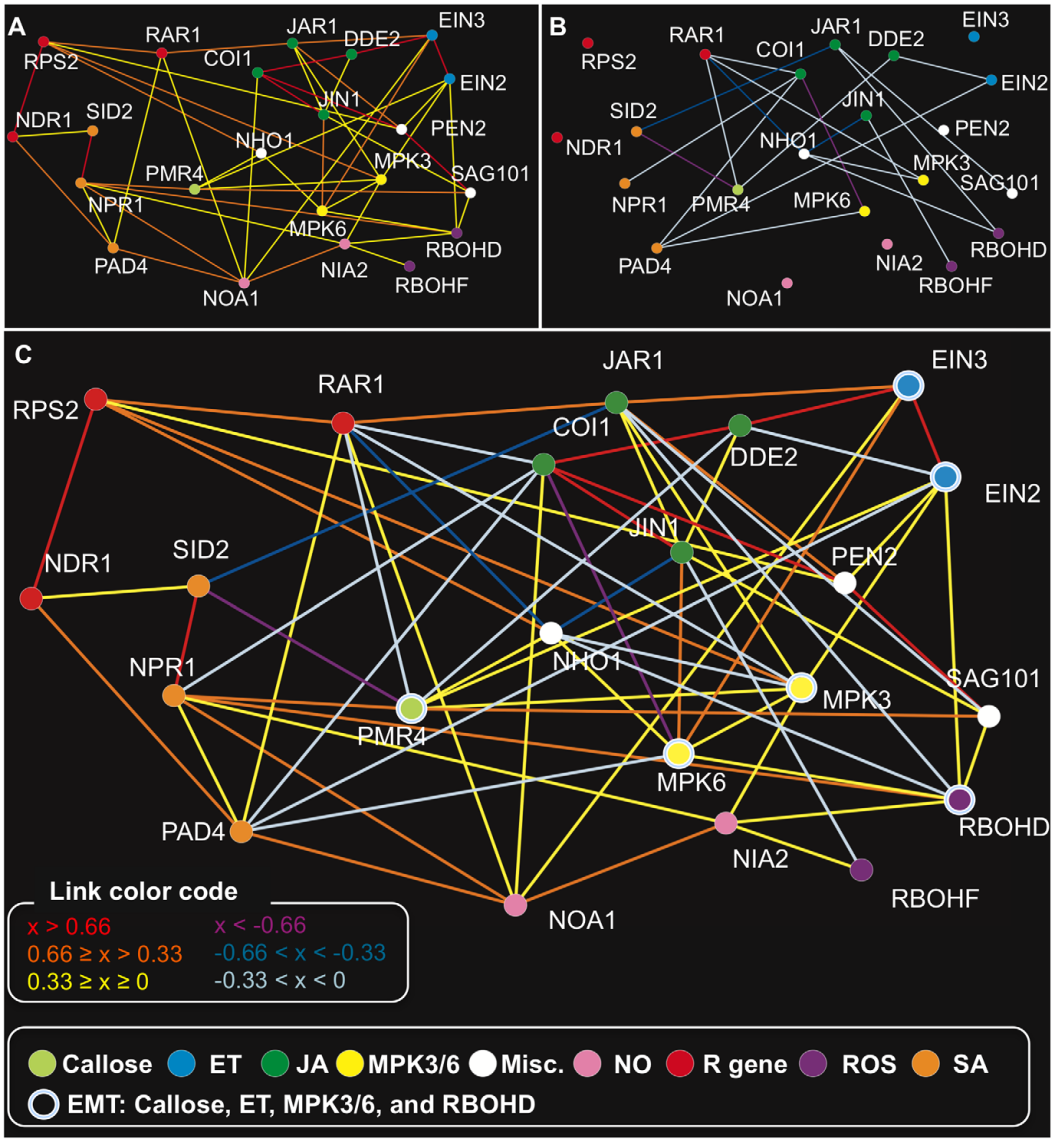
The network model for the genes corresponding to the mutations. The difference profiles of the 22 Arabidopsis mutants at 6 hpi of *Pto* DC3000 AvrRpt2 were analyzed by RepEdLEGG to obtain this network model. Positive (A), negative (B), and both (C) regulatory relationships are graphically represented. See the color codes of the coefficients associated with the links in (C). The color codes for the vertices at the bottom of the figure show the signaling sector assignments for the genes corresponding to the mutations. The links represent the regulatory relationships between the genes. The color codes for the links show the coefficient values obtained in the RepEdLEGG procedure (x). A larger absolute value of x represents a stronger regulatory relationship.

The specificities of links can also be examined by removing the data for one mutant from the data set. For instance, a positive link between EIN3 and MPK6 was predicted in the model. This is consistent with the observation in Yoo *et al.* [49] that EIN3 is phosphorylated and activated by MPK6. 

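Among the named genes with the largest products of the differences in *ein3-1* and *mpk6-2*, AT5G48570, a peptidyl-prolyl isomerase gene, differed from Col-0 by −0.44 on the log2 scale in *ein3-1* and by −0.72 in *mpk6-2*, and BIP1 (AT5G28540), a chaperone of the endoplasmic reticulum, by −0.28 and −0.47. PDF1.2 (AT5G44420), a defensin gene induced by ethylene and JA and the only named gene of the list of ET-responsive genes, differed by −0.40 in *ein3-1* and by 0.28 in *mpk6-2*. None of these passed limma's test in either mutant (adjusted p from 0.49 to 0.99).
The EIN3-MPK6 link was positive with a coefficient of 0.448 (q = 5.2e-28) and a correlation of 0.505 across genes. The mean correlation of unchanged mutants simulated against the same Col-0 arrays was 0.366 (upper simulated limit 0.750). The covariance of the profiles was 0.0260, and that of the simulated ones was 0.0217. Leaving out any of the 3 batches of group 03, the only group with *mpk6-2*, ended the link, as did setting each mutant against the Col-0 arrays of its own batches only.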

The direction of this regulatory relationship is from MPK6 to EIN3 but not from EIN3 in the ET sector to MPK6 [49]: in other words, this link is specific to EIN3 but not for the ET sector in general. Therefore, a link between EIN2 in the ET sector and MPK6 should not be made if EIN3 is removed from the model (i.e., if the model is made using the data set with the *ein3* difference profile removed). 

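EIN2 is a membrane protein of ethylene signaling upstream of EIN3. In *ein2-1*, AT1G10585 fell by 1.32 on the log2 scale (standard error 0.24, adjusted p = 1.7e-04 from limma, lower in 5 of 5 batches) and AT4G24350 fell by 1.11 (adjusted p = 0.0027). The 20 genes changed in *ein2-1* were 4 without the batch terms, 1 with *ein2-1* set against the Col-0 arrays of its own batches only, and 12 without replicate 2 of group 01. In *mpk6-2* the difference of AT1G10585 was −0.21 (adjusted p = 0.99). The protease inhibitor gene AT2G38870 differed by 1.00 in *ein2-1* (adjusted p = 0.073) and by −0.25 in *mpk6-2*. The correlation of these 2 profiles was 0.0235, and that of *ein2-1* and *ein3-1* was 0.382, beside 0.147 and 0.237 for simulated unchanged mutants. The upper simulated limits were 0.522 and 0.632. The covariances were 0.00152 and 0.0335, beside simulated 0.00757 and 0.0107. Against separate Col-0 arrays the correlations were −0.256 and −0.156. Only the *ein2-1* arrays of group 01 and the *ein3-1* arrays of group 03 entered the second value. Without the *ein3-1* profile the model had 59 links, 44 positive and 15 negative, of which 56 are among the 65 links of Table S5. EIN2 was then linked with MPK3, NPR1, PAD4, PEN2 and RBOHD, negatively with PAD4 only, and no link joined EIN2 and MPK6.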

In the resulting model with EIN3 removed, the link between MPK6 and the other ET signaling component EIN2 was not generated (Figure S3A and A′, Table S5). Thus, the specificity of the biochemical regulation was captured in our network model.

It should be noted that each link may not represent a simple logical relationship. For example, the link between vertices A and B may represent expression changes in one subset of genes profiled and the link between vertices B and C may represent expression changes in a different subset of genes profiled. Therefore, among three vertices a circular link of positive, positive, and negative (e.g., links among MPK3, MPK6, and NHO1) does not necessarily present logical conflicts.

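No gene passed limma's test in *mpk3*, *mpk6-2* or *nho1-2*, the mutants of 2 MAP kinases and of a glycerol kinase. COR47 (AT1G20440), a dehydrin gene and the only named gene of the list of ABA-responsive genes, differed by 0.36 on the log2 scale in *mpk3*, 0.24 in *mpk6-2* and 0.24 in *nho1-2*, and AT2G34810 by 0.29, 0.23 and 0.61 (adjusted p = 0.99 in *mpk3* and *mpk6-2* and 1.00 in *nho1-2*). CCL differed by 0.22 in *mpk3* and −0.46 in *nho1-2*, and AT3G48070 by −0.27 and 0.42. In the network rebuilt here MPK3-MPK6 (coefficient 0.166, q = 1.3e-04) and MPK6-NHO1 (0.220, q = 5.3e-09) were positive, and no link joined MPK3 and NHO1, whose profiles had a correlation of 0.00209, beside 0.00220 for simulated unchanged mutants. The negative MPK3-NHO1 link was inferred in 9 of 30 settings, among them the looser q threshold of 0.05. MPK3-MPK6 was inferred in 15 of the 30 and remained in 2 of the 14 fits that left out a batch. The correlation of its profiles, 0.220 (standard error 0.274), was −0.329 against separate Col-0 arrays, with only the *mpk3* arrays of group 00. MPK6-NHO1 was inferred in 27 of the 30, and the correlation of its profiles, 0.139 (standard error 0.269), was −0.117 without replicate 3 of group 04, where the link was absent.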

### Characteristics of predicted positive regulatory relationships

As expected, genes assigned to the same signaling sectors were predicted to have positive regulatory relationships except for the ROS sector (Figure 2A). 

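Within the JA sector, the glucosyltransferase gene UGT76E12 (AT3G46660) fell by 2.02 on the log2 scale in *coi1-1* (adjusted p = 1.8e-08 from limma) and differed by −0.64 in *jin1-1* and −0.68 in *dde2-2* (adjusted p = 0.79 and 0.17). AT4G24340 fell by 2.19 in *coi1-1* (adjusted p = 3.9e-13) and differed by −0.38 in *jin1-1*. In the NO sector the β-glucosidase gene BGLU45 (AT1G61810) fell by 1.15 in *noa1* (standard error 0.30, adjusted p = 0.016, lower in 5 of 5 batches) and differed by −0.55 in *nia2* (adjusted p = 0.98). Without replicate 2 of group 02 its difference in *noa1* was −0.68 (standard error 0.29, adjusted p = 0.31), and 0 genes passed in *noa1* there (74 at an unadjusted p under 0.05). Each of these pairs was joined by a positive link, with coefficients of 0.336 for COI1-JIN1, 0.138 for DDE2-JIN1 and 0.567 for NIA2-NOA1.
Of the 16 pairs of genes assigned to one sector, leaving out the miscellaneous genes, 11 were linked, all positively. The links were 4 of the JA sector, 2 of the SA sector, 2 among the R genes and 1 each in the ET, NO and MPK3/6 sectors. When the 22 genes were shuffled among the sectors 10000 times, a median of 4 links fell within a sector and 0.020% of shuffles gave 11 or more. Of the 16 pairs, 12 were profiled in a shared experiment group, where links are more frequent. When mutants were exchanged only with others of the same experiment groups, a median of 8 links fell within a sector and 3.68% of exchanges gave 11 or more. Profiles simulated from residuals of whole arrays gave a median of 7, and 11 or more in 2 of 100 sets.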

Although RBOHD and RBOHF, the two respiratory burst oxidase homologues, were assigned to the ROS sector, it is known that single *rbohD* and *rbohF* mutants have different pathogen-responsive ROS accumulation and HR cell death phenotypes [9], [10]. Consistently, difference profiles of the two mutants were uncorrelated (uncentered Pearson correlation coefficient between the expression changes from wild type: 0.043). Thus, it is reasonable that no positive link was predicted between the two RBOH genes.

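RBOHD and RBOHF are NADPH oxidases that produce ROS. The aspartyl protease gene AT1G03220 differed by −1.51 on the log2 scale in *rbohF* (adjusted p = 0.19 from limma) and by −0.23 in *rbohD* (adjusted p = 0.84), and TUB6 by 0.29 and 0.55. AT3G28510 differed by −0.45 in *rbohD* and 0.50 in *rbohF*, and AT2G18690 by −0.62 and 0.24. None of them passed the test in either mutant. STZ (AT1G27730), a zinc finger gene of the list of early MAMP-triggered genes, differed by −0.41 in *rbohD* and −0.79 in *rbohF*.
The uncentered Pearson correlation of the profiles was 0.054, with a standard error of 0.442 from leaving out each of the 14 batches in turn (−0.292 to 0.297), and no link joined RBOHD and RBOHF. Against separate Col-0 arrays, with only the *rbohD* arrays of group 00, the correlation was −0.0847. Unchanged mutants simulated against the same Col-0 arrays gave a mean of 0.367, with a covariance of 0.0227 beside the observed 0.00319.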

Positive regulatory relationships between signaling sectors were also predicted. Among them, positive regulatory relationships between the NO and SA sectors were of particular interest. 

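NOA1 is needed for NO accumulation, PAD4 is a lipase-like protein of SA signaling, and NPR1 is the transcription cofactor that mediates SA responses. The hydrolase gene AT1G68620 fell in the 3 mutants, by 1.24 on the log2 scale in *noa1* (standard error 0.36, adjusted p = 0.020 from limma), 1.16 in *npr1-1* (adjusted p = 0.0088) and 1.45 in *pad4-1* (adjusted p = 0.0013). AT3G54150 fell by 0.93 in *noa1* (adjusted p = 0.019). GRX480 (AT1G28480), a glutaredoxin gene induced by SA, fell by 1.69 in *npr1-1* (adjusted p = 7.5e-06) and by 1.10 in *pad4-1* (adjusted p = 0.0024), and its difference in *noa1* was −0.82 (adjusted p = 0.056). The coefficients were 0.375 for NOA1-PAD4 (q = 8.2e-22) and 0.277 for NOA1-NPR1 (q = 1.7e-15). NOA1-NPR1 was absent without the batch terms, with 7 neighbors in the first round, and without replicate 2 of group 00 or replicates 2 or 3 of group 01. The number of genes changed in *noa1*, 73, was 0 without the batch terms and 0 with each mutant set against the Col-0 arrays of its own batches only (92 and 104 at an unadjusted p under 0.05). It was also 0 without replicate 2 of group 02 (74 unadjusted), where the difference of AT1G68620 in *noa1* was −0.80 (standard error 0.38, adjusted p = 0.35) and that of AT3G54150 was −0.58 (adjusted p = 0.35).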

In our network model, NOA1 had links with NPR1 and PAD4. Indeed, the *noa1* difference profile had higher correlation with the *pad4* and *npr1* difference profiles than the *nia2* difference profile (uncentered Pearson correlation coefficients of 0.876, 0.831, and 0.714 with the *pad4*, *npr1*, and *nia2* difference profiles, respectively). 

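AT1G26380, a FAD-linked oxidoreductase gene, fell by 1.45 on the log2 scale in *noa1* (adjusted p = 0.016 from limma), 1.75 in *pad4-1* (adjusted p = 2.8e-04) and 1.49 in *npr1-1* (adjusted p = 0.0015), and its difference in *nia2* was −0.82 (adjusted p = 0.98). AT3G28510 fell by 1.22 in *noa1* and fell by 2.12 in *pad4-1* (adjusted p = 0.019 and 4.3e-06), with a difference of −0.49 in *nia2*. Without replicate 2 of group 02 the differences of AT1G26380 and AT3G28510 in *noa1* were −0.96 and −1.04 (standard errors 0.40 and 0.38, adjusted p = 0.31 for both). The chitinase gene CHI (AT2G43570) fell by 2.04 in *pad4-1* (adjusted p = 5.1e-05), and its difference in *noa1* was −0.87 (adjusted p = 0.12).
The *noa1* profile had uncentered Pearson correlations of 0.882 with *pad4-1* (standard error 0.074 from leaving out each batch in turn), 0.832 with *npr1-1* (0.099) and 0.721 with *nia2* (0.198). The correlation with *pad4-1* exceeded that with *nia2* by 0.161 (standard error 0.186) and the correlation with *npr1-1* by 0.111 (0.222). Both differences were above 0 in each of the 14 fits that left out a batch, from 0.081 to 0.311 and from 0.032 to 0.295. The differences are smaller than their standard errors. Against separate Col-0 arrays the correlations were 0.752, 0.655 and 0.501. Only the *noa1* arrays of group 02 entered the values with *pad4-1* and *npr1-1*, and only those of group 00 that with *nia2*. Unchanged mutants simulated against the shared Col-0 arrays had mean correlations of 0.169, 0.233 and 0.363. Their upper limits were 0.614, 0.622 and 0.753, so the correlation with *nia2* lies within the simulated range. The covariances were 0.270, 0.275 and 0.0781 beside simulated covariances of 0.00682, 0.0113 and 0.0220.

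**Figure D3:**
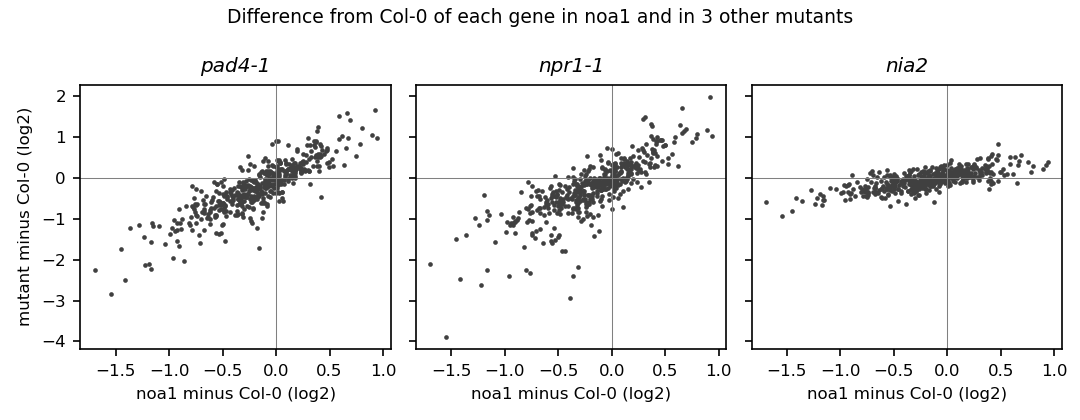
Log2 difference from Col-0 of each of the 476 genes in *noa1* (horizontal axis) and in *pad4-1*, *npr1-1* or *nia2* (vertical axis), with 1 point per gene. The points rise together in the 3 panels, and the differences in *nia2*, where no gene passed limma's test, are the smallest.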

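NIA2 is a nitrate reductase that supplies nitrite for NO production. In *nia2*, where no gene passed limma's test, the log2 difference of AT1G68620 was −0.63 and that of UGT76B1 was −0.31 (adjusted p = 0.98 for both). The heat shock protein gene Hsp70-2 differed by 0.22 in *nia2* and fell by 0.85 in *pad4-1* (adjusted p = 0.0038). The transcription factor gene WRKY53 fell by 0.63 in *pad4-1* (adjusted p = 0.029) and differed by −0.35 in *nia2*.
Without the *noa1* profile the model had 60 links, 44 positive and 16 negative, and 57 of them are among the 62 links of Table S6. NIA2 was then linked positively with PAD4 (coefficient 0.109, q = 1.2e-06), a pair with no link in the model of all 22 mutants, and with NPR1 (coefficient 0.326, q = 3.5e-07). The other partners of NIA2 in that model were MPK3, RBOHD and RBOHF, all positive.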

In the model made without NOA1, NIA2 replaced NOA1 in the links with the two SA sector components, PAD4 and NPR1 (Figure S3B and B′, Table S6). Therefore, the positive regulatory relationships between NOA1 and the SA sector components are not specific to NOA1, but they indicate positive regulatory relationships between the NO and SA sectors in general. On the other hand, the fact that the predicted regulatory relationships between NOA1 and the SA sector are stronger than those between NIA2 and the SA sector is consistent with the observation that NOA1, not NIA1/NIA2, is responsible for SA-induced NO accumulation [50].

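In *noa1*, WRKY53 fell by 0.74 on the log2 scale (standard error 0.23, adjusted p = 0.028 from limma), the only one of 3 named genes of the list of SA-responsive genes to pass, and 2 did when adjusted over the list alone. Without replicate 2 of group 02 the difference of WRKY53 was −0.51 (standard error 0.25, adjusted p = 0.38). The list as a whole was lower in *noa1* by fry (adjusted p = 0.011), a test not repeated without that batch. By camera with an estimated correlation, which sets the list against the other probes, adjusted p was 0.69. In *nia2* the median difference of the same genes was −0.31 and 0 of 3 passed, with 0 when adjusted over the list alone. The NIA2-NPR1 coefficient was 0.257 in the model of all 22 mutants. The link was absent with each mutant set against the Col-0 arrays of its own batches only and without replicate 2 or 3 of group 02, the only group with *nia2*, and with new noise added to the profiles it came back in 23 of 100 draws. The correlation of *noa1* with *pad4-1* exceeded that of *nia2* with *pad4-1* by 0.224 (standard error 0.163), and the correlation with *npr1-1* by 0.144 (0.184). Without shared Col-0 arrays these differences were 0.156 and 0.0507. A test of each gene's difference between *noa1* and *nia2* was not made.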

### Characteristics of predicted negative regulatory relationships

Negative regulatory relationships are very common between signaling sectors in our network model while negative regulatory relationships within each signaling sector are absent. 

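Opposite changes of single genes stood behind some links between sectors. AT3G28270 rose by 1.49 on the log2 scale in *npr1-1* of the SA sector and fell by 1.22 in *coi1-1* of the JA sector (adjusted p = 3.9e-08 and 5.6e-04 from limma), and the invertase gene AT1G62660 rose by 0.73 and fell by 1.86. GRX480, in contrast, fell in both of these mutants. Within a sector, AT3G09010 fell by 1.60 in *npr1-1* and fell by 1.90 in *sid2-2* (adjusted p = 3.9e-08 and 2.5e-07).
Of the 52 links between sectors, 36 were positive and 16 negative, and none of the links within a sector was negative. When the genes were shuffled among the sectors 10000 times, a median of 1 negative link fell within a sector and 30.1% of shuffles gave none, as did 40.6% when mutants were exchanged only with others of the same experiment groups.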

The NO sector was an exception as it does not have any negative links with other sectors. 

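Neither the list of SA-responsive genes nor that of early MAMP-triggered genes rose in a mutant of the NO sector, NOA1 and NIA2. In *noa1* the early MAMP list was lower by fry (adjusted p = 0.0042, and adjusted p = 0.69 by camera with an estimated correlation). Of its 6 named genes 2 fell, and 4 passed when adjusted over the list alone. The list was not tested again without replicate 2 of group 02, where WRKY22, one of its genes, differed by −0.08 in *noa1*, beside −0.49 with it. In *noa1*, AT2G14290 fell by 0.98 on the log2 scale (standard error 0.19, adjusted p = 0.0016 from limma, lower in 5 of 5 batches) and AT4G25030 fell by 0.76 (adjusted p = 0.016). Without replicate 2 of group 02 these differences were −0.72 and −0.65 (adjusted p = 0.17 and 0.25). In *dde2-2* of the JA sector the difference of AT2G14290 was −0.81 (adjusted p = 0.061), and AT2G18210 fell by 0.74 (adjusted p = 0.0094). NOA1 had 6 links, all positive. NIA2 had 6 links, of which the one with DDE2 was negative (coefficient −0.160, q = 7.3e-06), between profiles with a correlation of 0.293. The DDE2-NIA2 link was absent after median centring, with each mutant set against the Col-0 arrays of its own batches only, and without any of 6 of the 14 batches. With new noise added to the profiles it came back in 13 of 100 draws.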

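In *coi1-1*, which lacks the JA receptor component, 2 of 6 named genes of the list of early MAMP-triggered genes rose, 1 fell and 3 did not pass limma's test (3 passed when adjusted over the list alone). The list as a whole was higher by fry (adjusted p = 0.011), and adjusted p = 0.69 by camera with an estimated correlation. AT2G38870, a protease inhibitor gene, rose by 1.36 on the log2 scale (adjusted p = 0.020), the peroxidase gene AT5G64120 by 1.10 (adjusted p = 0.021) and AT3G28510 by 1.51 (standard error 0.47, adjusted p = 0.011), each higher in 3 of 3 batches. GRX480, a glutaredoxin gene, fell by 3.11 (standard error 0.41, adjusted p = 7.1e-09).
The 4 JA genes COI1, DDE2, JAR1 and JIN1 had 11 negative links, which reached 7 other sectors when PMR4 and the miscellaneous genes are counted as sectors: NO, ROS, ET, SA, MPK3/6, PMR4 and the miscellaneous genes. On scaled profiles the strongest were JAR1-SAG101 (coefficient −0.474), COI1-MPK6 (−0.406) and DDE2-PMR4 (−0.308), and on unscaled profiles COI1-MPK6 (−2.08), JAR1-SID2 (−0.318) and JIN1-NHO1 (−0.316). JAR1-SAG101 was absent with 4 neighbors in the second round, without the batch terms and without any of 6 of the 14 batches, DDE2-PMR4 was absent without replicate 1 of group 03 or replicate 2 of group 04, and COI1-MPK6 was inferred in all 30 settings. With new noise added to the profiles, JAR1-SAG101 came back with the same sign in 27 of 100 draws, DDE2-PMR4 in 40 and COI1-MPK6 in 68. No negative link joined a JA gene and an R gene.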

The JA sector had negative relationships with most of the other signaling sectors tested. The SA sector was negatively linked with PMR4, MPK3/6, and the ET and JA sectors. 

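SID2, NPR1 and PAD4 make up the SA sector. The 3 named genes of the list of SA-responsive genes, GRX480, UGT76B1 and WRKY53, all fell in *npr1-1* and in *sid2-2*, and 2 of them fell in *pad4-1*, with the same numbers when adjusted over the list alone. GRX480 fell by 2.66 on the log2 scale in *sid2-2* (standard error 0.38, adjusted p = 9.5e-08 from limma). The list was lower by fry in *npr1-1* (adjusted p = 4.9e-10), *sid2-2* (2.1e-10) and *pad4-1* (0.0077). By camera with an estimated correlation, adjusted p was 0.27, 0.21 and 0.76. UGT76B1 differed by −0.30 in *pad4-1* (adjusted p = 0.45).
The SA sector had 6 negative links, with 4 sectors. They were COI1-NPR1, COI1-PAD4 (coefficient −0.081, q = 3.1e-06), EIN2-PAD4 (−0.421, q = 6.5e-19), JAR1-SID2, MPK6-PAD4 (q = 5.7e-07) and PMR4-SID2. Of these, COI1-NPR1, COI1-PAD4, EIN2-PAD4, JAR1-SID2 and MPK6-PAD4 were absent in at least 1 setting other than a left-out batch, and PMR4-SID2 was absent without either of 2 batches. With new noise added to the profiles they came back with the same sign in 59 of 100 draws for COI1-NPR1, 19 for COI1-PAD4, 28 for EIN2-PAD4, 38 for JAR1-SID2, 18 for MPK6-PAD4 and 24 for PMR4-SID2.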

Prevalent negative regulatory relationships between sectors strongly suggest that a limited number of signaling sectors are highly activated at a given time as the active sectors suppress the other sectors.

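By fry, the lists of SA-responsive and of early MAMP-triggered genes both went down in the mutants of the SA sector and in *ndr1-1* and *rps2-101C*. Both also went down in *noa1* of the NO sector, where the tests were not repeated without replicate 2 of group 02. Without that batch WRKY53 of the SA list differed by −0.51 in *noa1* and WRKY22 of the early MAMP list by −0.08, beside −0.74 and −0.49 with it. Camera, which sets a list against the other probes, passed none of these falls with an estimated correlation. With a preset correlation of 0.01 it passed only the SA list in *npr1-1* and *sid2-2* (adjusted p = 0.024 and 0.0091). In *ndr1-1* all 3 named SA genes fell, with GRX480 falling by 3.92 on the log2 scale (adjusted p = 4.9e-14 from limma), and 5 of 6 named early MAMP-triggered genes fell, with WRKY29 falling by 1.25 (adjusted p = 5.6e-05). The same numbers of both lists fell in *rps2-101C*, where WRKY53 fell by 0.77 (adjusted p = 0.026). Of all 576 probes, 279 were lower in *ndr1-1* and 215 in *rps2-101C*. In the 2 R gene mutants the adjusted p by fry was 1.9e-05 or below for the SA genes and 8.3e-04 or below for the early MAMP-triggered genes. By camera with an estimated correlation, adjusted p was 0.69 to 0.76. In *pbs2-1* 3 of the 6 early MAMP-triggered genes and 1 of the 3 SA genes fell, with 4 and 1 when adjusted over the list alone. For these lists adjusted p was 0.0066 and 0.050 by fry, and 0.73 and 0.76 by camera with an estimated correlation.
The negative links numbered 16 in the network. Profiles simulated without any mutant effect gave a median of 0 and at most 1 negative link where the noise was independent between genes, and a median of 20 (11 to 28) where it was drawn as the residuals of whole arrays. One of the 16 joined mutants profiled in a shared experiment group and 15 joined mutants of different groups. From the number of negative links between sectors, the paper proposes that only a limited number of sectors are highly activated at a time because active sectors suppress the others.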

### Regulatory relationships between the EMT and the SA sectors

Both the EMT and the SA sectors positively contribute to defense against the virulent strain *Pto* DC3000 [43], [45], [51]. Figure 3A illustrates a subnetwork of our network model featuring the EMT and SA sectors. We consider that RBOHD, PMR4, MPK3/6, and the ET sector comprise the EMT sectors because RBOHD-dependent ROS production [10], PMR4-dependent callose deposition [52], MPK3/6 activation [43], and ET accumulation [44] are early MAMP responses. Note that although we designate them as the EMT sectors, RBOHD-dependent ROS production and MPK3/6 activation also occur for extended periods during ETI [8], [9]. We previously reported that MAMPs can trigger accumulation of SA and thereby activate SA signaling [30], i.e., the EMT sectors positively regulate the SA sector. However, our network model contains negative links as well as positive ones between the sectors, suggesting that the regulatory relationships between the sectors can be positive or negative, depending on the context. 

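In the SA sector mutants the named early MAMP-triggered genes mostly fell: 5 of 6 in *npr1-1*, 5 of 6 in *pad4-1* and 4 of 6 in *sid2-2*, with the same numbers when adjusted over the list alone. WRKY22 (AT4G01250), a transcription factor gene of flg22 signaling, fell by 0.66 on the log2 scale in *npr1-1*, 0.82 in *pad4-1* and 0.87 in *sid2-2* (adjusted p = 0.0088, 0.0014 and 0.011 from limma). AT2G43620, the chitinase gene used as an EMT marker, did not fall with them and differed by 0.20, 0.35 and −0.28 (adjusted p = 0.52, 0.22 and 0.49). The list was lower by fry in the 3 mutants (largest adjusted p = 3.7e-04), and adjusted p = 0.69 by camera with an estimated correlation. Of all 576 probes, 147 were lower in *npr1-1*, 158 in *pad4-1* and 136 in *sid2-2*. In *rbohD*, *pmr4-1*, *mpk3*, *mpk6-2*, *ein2-1* and *ein3-1*, 0 of the 3 named SA genes passed limma's test, also when adjusted over the list alone.
The links between the EMT and SA sectors were 3 positive, NPR1-PMR4, NPR1-RBOHD and EIN2-NPR1 (coefficient 0.077, q = 7.1e-05), and 3 negative, EIN2-PAD4, MPK6-PAD4 and PMR4-SID2. EIN2-NPR1 was inferred in 17 of 30 settings, and with new noise added to the profiles it came back in 9 of 100 draws.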

In the following sections, we closely investigate this subnetwork of the EMT and SA sectors.

**Figure 3:**
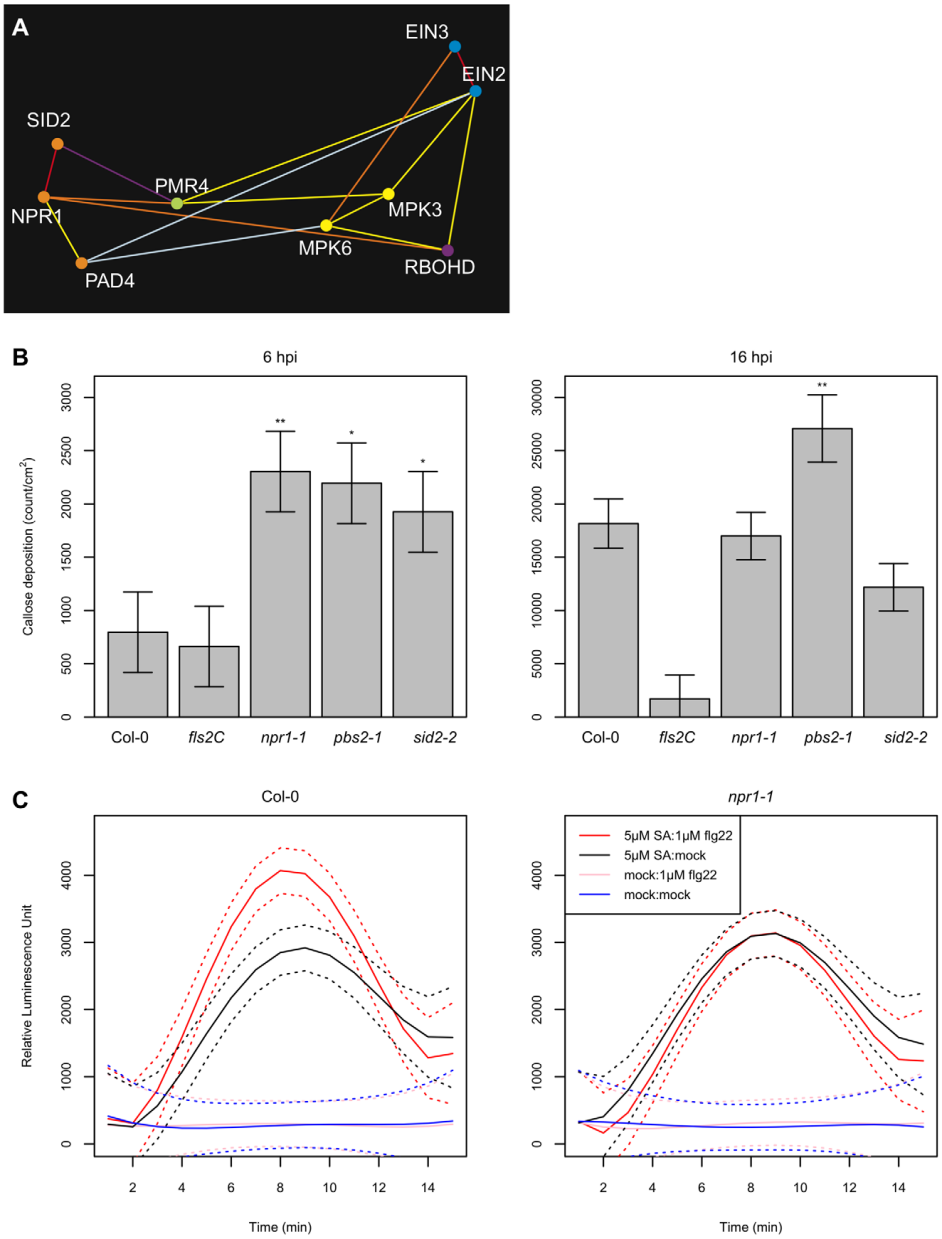
Complex regulatory relationships involving the EMT and SA sectors. (A) A subnetwork of Figure 2C that contains the EMT and SA sectors. (B) flg22-triggered callose deposition was enhanced in SA sector mutants at an early stage. The callose deposition density was measured in wild-type Col-0 and *fls2C*, *npr1-1*, *pbs2-1*, and *sid2-2* mutants at 6 hpt with 1 µM flg22. Ten-day old seedlings in liquid culture were used in this assay. *, *p*<0.05; **, *p*<0.005, compared to the Col-0 value. (C) flg22-triggered ROS generation was enhanced by SA pre-treatment in an NPR1-dependent manner. ROS generation after treatment with either 1 µM flg22 (red, black) or mock (pink, blue) was measured in arbitrary luminescence units in wild-type Col-0 (left) and *npr1-1* (right) over time. Leaf disks prepared from 6-week old plants were pretreated with 5 µM SA (red, pink) or mock (black, blue) 3 hours prior to flg22 treatment. The solid and dashed curves indicate the mean estimates and the 95% confidence intervals, respectively.

### The callose synthase PMR4 and the SA sector mutually inhibit each other

Callose deposition is a cell wall-based defense following recognition of pathogens [53]. PMR4 is the callose synthase responsible for callose deposition upon infection with pathogens or treatment with elicitors [52], [53], [54]. Our model predicted a negative relationship between PMR4 and SID2 (Figure 3A). It was previously reported that SA-mediated signaling is up-regulated in *pmr4-1* plants [52], i.e., PMR4 negatively regulates the SA sector, which can explain the predicted negative regulatory relationship between PMR4 and SID2. 

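The mutant *sid2-2* cannot make SA through isochorismate. Among the named genes with the most negative products of the differences in *sid2-2* and *pmr4-1*, AT1G26380 fell by 1.77 on the log2 scale in *sid2-2* (adjusted p = 0.0044 from limma) and differed by 0.78 in *pmr4-1*, AT1G68620 fell by 1.36 (adjusted p = 0.023) and differed by 0.58, and WRKY53 fell by 1.24 (standard error 0.30, adjusted p = 0.0011) and differed by 0.58. No gene passed limma's test in *pmr4-1* (adjusted p = 0.97 for each of these). The 3 named SA-responsive genes had a median difference of 0.26 in *pmr4-1*, and 0 of 3 passed when adjusted over the list alone. For the list adjusted p was 0.61 by fry and 0.76 by camera with an estimated correlation.
The PMR4-SID2 link was negative with a coefficient of −0.190 (q = 1.3e-15) and a correlation of −0.408. It was absent without replicate 2 or 3 of group 04, the only group with *pmr4-1*. Simulated unchanged mutants had a mean correlation of −0.0218 for this pair (limits −0.581 and 0.487), with the observed covariance at −0.0848 beside a simulated −0.00344.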

Can SA signaling also affect callose deposition? We quantified callose deposition in the SA sector mutants, *npr1-1* and *sid2-2*, after flg22 treatment according to the method described in Denoux *et al.* [55]. Together with the SA sector mutants, *pbs2-1* (a mutant with a RAR1 deletion) was included as a mutant with potentially enhanced callose deposition. RAR1 has a negative link with PMR4 in our network model, and different RAR1 alleles *rar1-20* and *rar1-29* were reported to have enhanced callose deposition phenotypes [56]. 

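The *pbs2-1* mutant lacks RAR1, a protein with zinc-binding CHORD domains that resistance proteins need. The aspartyl protease gene AT1G03220 fell by 1.85 on the log2 scale in *pbs2-1* (standard error 0.45, adjusted p = 0.0028 from limma, lower in 3 of 3 batches) and differed by 0.39 in *pmr4-1*, the chitinase gene CHI fell by 1.58 (adjusted p = 0.016) and differed by 0.46, and AT1G05340 fell by 1.68 (adjusted p = 0.0014) and differed by 0.40. In the other direction, CCL rose by 1.13 in *pbs2-1* (adjusted p = 0.0071). The correlation of the 2 profiles was −0.435 (−0.0140 for simulated unchanged mutants, lower limit −0.529, with covariances of −0.0619 and −0.000543). The network rebuilt here held no PMR4-RAR1 link. A negative link was inferred in 11 of 30 settings, among them the q threshold of 0.05, the looser rule of 17 of 20 leave-one-out cases, and 5 of the 14 fits that left out a batch. The 137 genes changed in *pbs2-1* were 15 without the batch terms, 26 without replicate 3 of group 01, and 0 with each mutant set against the Col-0 arrays of its own batches only (111 at an unadjusted p under 0.05).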

The callose deposition level in cotyledons of 10 day-old seedlings grown in liquid culture was measured at 6 and 16 hours post treatment (hpt) with 1µM flg22 (Figure 3B). Consistent with a previous report [45], no significant difference in the flg22-triggered callose deposition level was observed at 16 hpt between Col-0 wild type and the SA sector mutants. However, the callose deposition levels at 6 hpt in the SA sector mutants were significantly higher than in Col-0. At 6 hpt, the callose deposition level in Col-0 was not significantly different from the flg22-receptor mutant *fls2C*, so the Col-0 level was the background noise level. These results indicate that flg22-triggered callose deposition is enhanced in the SA sector mutants at an early time point: the SA sector negatively regulates the PMR4 sector. Thus, negative regulatory relationships between PMR4 and the SA sector are mutual.

There is also a positive relationship between PMR4 and NPR1. It has been reported that pretreatment with SA can compensate loss of the flg22-triggered callose deposition caused by a *pen2* mutation [45]. 

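The dioxygenase gene AT2G25450, which acts on glucosinolates, rose by 0.79 on the log2 scale in *npr1-1* (standard error 0.21, adjusted p = 0.0025 from limma) and differed by 0.43 in *pmr4-1* (adjusted p = 0.97). The heat shock cognate gene AT3G09440 fell by 0.58 in *npr1-1* (adjusted p = 0.026) and differed by −0.35 in *pmr4-1*. Other genes that fell in *npr1-1* had higher values in *pmr4-1*, such as AT3G28510 with a difference of 0.20. The correlation of the 2 profiles was −0.267 (0.0543 without replicate 2 of group 04). Simulated unchanged mutants gave 0.0299 (lower limit −0.514), with covariances of −0.0440 observed and 0.00184 simulated. The NPR1-PMR4 link was positive with a coefficient of 0.106 (q = 2.1e-07), inferred in the second round. It was absent with each mutant set against the Col-0 arrays of its own batches only and without any of 4 of the 14 batches.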

The positive PMR4-NPR1 link may correspond to this SA-enhanced callose deposition in *pen2* plants. Such context-dependent regulatory relationships involving PMR4 were anticipated as PMR4 has a higher number of links compared with other genes in our network model.

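The differences behind the links of PMR4 were small: GRX480 differed by 0.26 on the log2 scale in *pmr4-1* and AT2G34810 by 0.56, and 0 of 576 probes passed limma's test. PMR4 was linked positively with SAG101 (coefficient 0.347), MPK3 (0.321), NHO1 (0.260) and NPR1, and negatively with DDE2 and SID2. These 6 links compare with a range of 2 to 8 over the genes. COI1, EIN2, JAR1, JIN1, MPK6, NPR1 and PAD4 had more, 8 other genes had as many and 6 had fewer. In Table S2 PMR4 has 8 links, 4 other genes have as many and none has more, which are the paper's values. An unchanged mutant simulated in place of *pmr4-1* had a median of 5 links, and 6 or more in 43 of 100 sets.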

### The SA sector positively regulates RBOHD-dependent ROS production

ROS production minutes after treatment with flg22 is one of the very early MAMP-triggered responses. RBOHD is required for flg22-triggered ROS production [10]. 

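RBOHD is the NADPH oxidase behind the ROS burst, and NPR1 mediates responses to SA. TUB6, a tubulin gene, rose by 0.91 on the log2 scale in *npr1-1* (adjusted p = 0.0015 from limma). AT2G18690 fell by 0.98 in *npr1-1* (adjusted p = 0.013). In *rbohD* 0 genes passed, and the transcription factor gene WRKY53 differed by −0.52 there (adjusted p = 0.71). CML42 (AT4G20780), a calmodulin-like gene, fell by 0.63 in *npr1-1* (adjusted p = 9.5e-04) and differed by 0.26 in *rbohD*. The correlation of the 2 profiles was 0.626, and the NPR1-RBOHD link was positive with a coefficient of 0.508 (q = 7.0e-22). Simulated unchanged mutants gave a mean correlation of 0.240 for this pair (upper limit 0.643), so the observed one lies within the simulated range. The observed covariance was 0.108 beside a simulated 0.0115. The simulated pair has no effect in either mutant, so with *npr1-1* changed the covariance does not show an effect of *rbohD*. The link was absent with each mutant set against the Col-0 arrays of its own batches only.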

A positive regulatory relationship between the SA sector and ROS production was predicted as RBOHD has a positive link with NPR1 in our network model (Figure 3A). We tested whether pretreatment with SA and/or a mutation in NPR1 affect flg22-triggered ROS production. Pretreatment of plant tissues with SA rather than co-treatment with SA and flg22 was chosen since flg22-triggered ROS production starts within a few minutes after addition of flg22. Col-0 and *npr1-1* were pretreated with 5µM SA or water for 3 hours before they were treated with 1µM flg22 or water. Pretreatment with SA enhanced ROS production in Col-0 wild type during the period between 3 and 12 minutes after treatment with flg22 (Table S7). This enhanced ROS production was abolished in *npr1-1*, which indicates that SA positively regulates ROS production in an NPR1-dependent manner. This observation is consistent with the model prediction of an NPR1-RBOHD positive regulatory relationship (Figure 2A).

### The EMT and the SA sectors negatively regulate each other in transcriptional activation of marker genes

To further examine regulatory relationships between the EMT and the SA sectors, effects of SA and flg22 on the EMT and SA sectors, respectively, were examined using the mRNA level of a marker gene as a proxy for activity of each sector. Wild-type seedlings grown in liquid culture were treated with flg22 and/or SA. The mRNA levels of a putative chitinase (At3g43620) [30] and the *PR-1* (At2g14610) genes were quantified for the EMT and SA sector activities, respectively (Figure 4). Induction of SA accumulation by flg22 was not significant at 3 hpt [30]. We measured the marker gene mRNA levels up to 3 hpt, so SA accumulation caused by flg22 treatment was negligible. Treatment with 500 or 5 µM SA induced *PR-1* mRNA accumulation by 3 hpt. An inhibitory effect of 1 µM flg22 on *PR-1* mRNA induction was observed with 5 µM SA at 3 hpt but not with 500 µM SA. An inhibitory effect of 500 µM but not 5 µM SA on induction of the chitinase mRNA accumulation by 1 µM flg22 was observed at 3 hpt. Significant inhibitory effects of 1 µM flg22 and 500 or 5µM SA were not observed 1 or 2 hpt (Figure S4). Thus, the EMT and SA sectors have mutual inhibitory effects in a dose-dependent manner.

**Figure 4:**
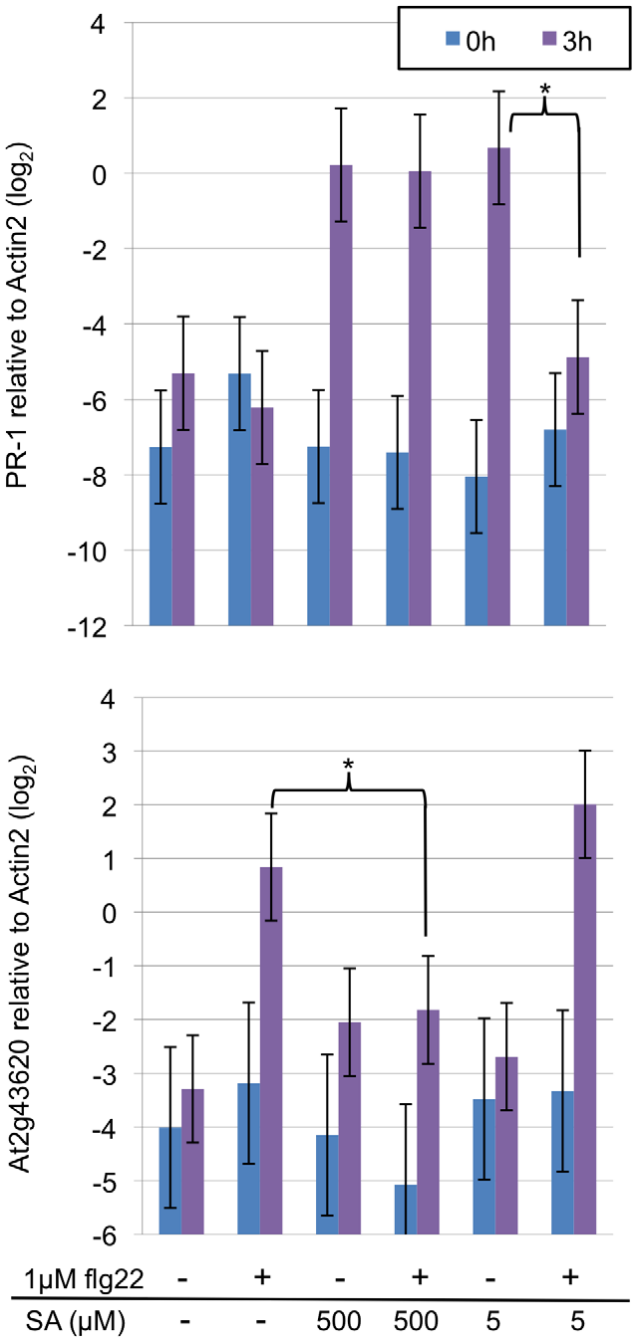
Mutual inhibition between the EMT and SA sectors. The mRNA levels of the *PR-1* and putative chitinase (At2g43620) genes were measured by qRT-PCR and used as proxies for the SA and EMT sector activities, respectively. The *Actin 2* mRNA level was used to normalize the mRNA measurements. Ten-day old seedlings were treated with indicated concentrations of SA and/or flg22 and harvested for mRNA measurements at the indicated times. *, *p*<0.05 for the indicated comparisons.

## Discussion

### Use of mRNA profiles as detailed descriptions of network states

We used mRNA profiles of mutant plants for inference of regulatory relationships among the genes corresponding to the mutations. This use of mRNA profiles was pioneered by the “compendium” approach [32], and further developed, for example, to the “connectivity map” approach [57]. However, these approaches focused on the most prominent similarities in the global space and did not intend to dissect combinations of similarities to reveal multi-dimensional similarity relationships among mRNA profiles. In our earlier work, we combined the LLE algorithm [33] and graphical representation to visualize differences among similarities in mRNA profiles of Arabidopsis mutants with variable local dimensionalities to reveal different mechanisms used in plant immunity [34]. However, the analysis in our earlier work was limited to the local space defined by the global distance. In the current study we used RepEdLEGG, in which LLE was recursively applied to the residual of the first round of LLE. This approach enabled us to detect weak regulatory relationships and to reveal a highly interconnected network structure.

A limitation of using mRNA profiles as descriptions of the network state is that the resolution of the network is determined by the number of network states measured – e.g., in our study, the number of Arabidopsis mutants profiled. It should be noted that in our network model, when the genes corresponding to the mutations were linked, the link means that the genes or some other network components near the genes in the actual signaling network have regulatory relationships.

On the other hand, an advantage of this approach is that the regulatory mode of the gene defined by a mutation does not have to be transcriptional although mRNA profiles are used for network inference. For example, we detected the regulatory relationship in the MPK6-EIN3 link even though MPK6 does not affect EIN3 expression, but rather its phosphorylation. Because the plant immune signaling network contains many major non-transcriptional regulatory components [9], [24], [43], [58], this advantage of the approach was essential for us to obtain a global network model using a single methodology.

Using the predicted relationships between the EMT and SA sectors as examples, we have demonstrated that the resulting undirected regulatory relationships are highly informative in generation of hypotheses to guide intensive studies in focused parts of the network. We built this highly informative model in a cost-effective manner: mRNA profiling using a small-scale array at a single time point under a single experimental condition. Therefore, applications of this approach should be beneficial in studies of complex signaling networks in any genetically tractable organisms.

Complex regulatory relationships among the network components strongly suggest that many relationships are dependent on context, such as the quantities and the states of other network components. To deepen our understanding of the signaling network, it will be important to elucidate the dynamic relationships among the network components. As the cost of mRNA profiling is rapidly decreasing, it will soon be practical to collect mRNA profiles of wild-type and many mutant plants at many time points. Such time-series mRNA profile data will enable extension of our network model to include information about network dynamics.

Furthermore, cost reduction in mRNA profiling will improve applications of the approach used in this study. First, it could allow a symmetric and highly-overlapping experiment group design, which would reduce potential biases in the data set. Second, it could allow inclusion of mRNA profiles from uninfected plants of all the genotypes. Inclusion of such profiles would enable separating the genotype effect and the genotype∶infection interaction for each profiled gene, which we cannot do with the current data set that only includes infected plants. However, expression level information from many genes is combined as the network state description in our approach. Different genes have different ratios between the genotype effect and the genotype∶infection interaction. A data set that includes information from such genes allows incorporation of information about the genotype effect and the genotype∶infection interaction in the network inference. This may have contributed to the success of our approach in the absence of mRNA profiles from uninfected plants. Third, cost reduction could allow profiling of many more genes. If many more genes are profiled, some aspects of the network states that evaded detection in mRNA profiles of a limited number of genes (571 genes in this study) may be detected, which could lead to discovery of additional weak regulatory relationships among the network components.

### Detection of weak regulatory relationships by RepEdLEGG

Implementation of RepEdLEGG was a key to building the highly interconnected network model. 

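The links that RepEdLEGG found only from residuals include those of COI1 with NPR1, PAD4 and MPK6. Behind the link of EIN2, of ethylene signaling, and PAD4, of SA signaling, the profiles had a correlation of −0.101, and EIN2-RBOHD had a coefficient of 0.153 with a correlation of 0.117. From the deposited data 37 links were found in the first round and 27 in the second round only, of which 11 were positive and 16 negative. The first round allows only coefficients of 0 or above, so it favors positive links. With each mutant set against the Col-0 arrays of its own batches only, 17 links were found in the second round only. On simulated profiles with 15 links built in, the procedure found all of them and a mean of 0.1 unrelated links, as well as a mean of 7.25 links between the 2 sources of one profile. Those profiles had no shared Col-0 arrays and no noise correlated between genes. With both, profiles without any mutant effect gave a median of 72 links.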

Thirty-two out of 67 links predicted were obtained in the second round of LLE using the residuals from the first round of LLE as the response. Eight out of the 32 links found in the second round were supported by previous evidence. These links found in the second round connect vertices whose global distances are not particularly small and represent weak regulatory relationships. 

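The second-round links with a listed relationship of the same sign were COI1-NPR1, COI1-PAD4, EIN2-PAD4 and PMR4-SID2, all negative, and DDE2-JIN1, MPK3-RPS2 (coefficient 0.075, q = 2.6e-07) and NPR1-PMR4, all positive. These are 7 of the 27 second-round links, and 14 of the 37 first-round links had such a relationship. For MPK3 and RPS2, the correlation of the profiles was 0.138, and in *mpk3* Hsp70-2 differed by −0.41 on the log2 scale (adjusted p = 0.99 from limma) where *rps2-101C* has one of its largest falls. With each mutant set against the Col-0 arrays of its own batches only, 4 second-round links had a listed relationship.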

The validities of many links found in the second round of LLE indicate that common multivariate analysis methods that depend solely on the global distance are not ideal for inference of a highly interconnected network.

Among existing methods, partial correlation is a method that can detect weak regulatory relationships [59], like RepEdLEGG. The partial correlation between vertices X and Y is defined, when all the other vertices are Z_1_, …, Z_n_, as the correlation between the residual of the linear regression of X with Z_1_, …, Z_n_ and the residual of the linear regression of Y with Z_1_, …, Z_n_. When the results of RepEdLEGG and the partial correlation were compared using the data set used in this study (*q*<0.01), 51 links were predicted in common (Figure S5). 

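Partial correlations of each pair of profiles given the other 20, at q under 0.01 and with the same leave-one-out rule, gave 73 links, of which 22 were negative. RepEdLEGG and the partial correlation had 55 links in common. Among them were NDR1-RPS2 (partial correlation 0.656, q = 3.0e-55), EIN2-EIN3 (0.497) and COI1-MPK6 (−0.468), the ones with the largest sizes, and NPR1-SID2 (0.454, q = 7.0e-23).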

There were 16 and 5 links unique to RepEdLEGG and the partial correlation, respectively. 

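The links found only by RepEdLEGG were 9: EIN2-NPR1, EIN3-NOA1, JAR1-SID2, MPK3-MPK6, NDR1-SID2, NHO1-RBOHD, NIA2-NPR1, NIA2-RBOHD and NPR1-PAD4. Several join closely alike profiles, such as *npr1-1* and *pad4-1* with a correlation of 0.840 and a partial correlation of 0.096 (q = 0.080). The links found only by the partial correlation were 18, among them COI1-NDR1 (0.248, q = 6.9e-07), MPK6-NDR1 (0.238), PMR4-RAR1 (−0.154, q = 0.0029) and MPK3-NHO1 (−0.195).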

Whereas 7 out of the 16 links uniquely predicted by RepEdLEGG had supporting literature evidence, none of the links unique to the partial correlation did. This result suggests a higher accuracy of inference by RepEdLEGG than by partial correlation. 

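Of the 9 links found only by RepEdLEGG, MPK3-MPK6, NDR1-SID2, NIA2-RBOHD and NPR1-PAD4 are listed in Table S3, which is 4 of 9. Of the 18 found only by the partial correlation, 1 is listed, the negative relationship of PMR4 and RAR1. Over all links, 21 listed relationships were predicted by RepEdLEGG and 18 by the partial correlation. The NIA2-RBOHD pair had a partial correlation of 0.066 (q = 0.26).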

We speculate that the difference between the two methods resulted from a difference in the size of the space that is considered linear for each vertex. While RepEdLEGG constrains the linear space to that delimited by the neighboring vertices found in the first and second rounds of LLE, partial correlation assumes that the entire global space is linear. Although RepEdLEGG is hampered by the arbitrariness in determining the size of the linear space (i.e., determining the number of neighbor vertices), the superior performance of RepEdLEGG over the partial correlation suggests that constraining the size of the linear space is important in modeling of a complex regulatory network.

### Mutual inhibition between the EMT and SA sectors

Guided by our network model, we have demonstrated that the EMT and SA sectors can antagonize each other. Such mutual inhibition is not intuitive since both sectors positively contribute to resistance against *Pto* DC3000 [30], [45]. In addition, it appears to contradict our previous report that MAMPs trigger SA accumulation [30], which is equivalent to positive regulation of the SA sector by the EMT sectors. It should be noted that two important aspects, kinetic and quantitative effects, are overlooked in these simplified arguments. The induction of SA accumulation by flg22 clearly takes longer than 3 hpt [30] while the mutual inhibition between the EMT and the SA sectors was evident at 3 hpt (Figure 4). In addition, we observed dose dependence in the mutual inhibition: inhibition of the SA sector by flg22 was effective only when SA signaling was weak while inhibition of the EMT sectors by SA was effective only when SA signaling was strong (Figure 4). We think that such kinetic and quantitative effects play important roles in coordinating positive and negative regulatory relationships between these sectors.

The plant immune system must be robust against various perturbations caused by pathogens, which typically evolve much faster than plants. At the same time, not only are immune responses energy-expensive [60] but at least some are also detrimental to the plant fitness [61], [62], [63]. Therefore, ideally immune responses should be contained at the minimally necessary level. We speculate that to balance these apparently conflicting selection pressures, the EMT and SA sectors adjust the level of immune responses according to demand through the positive and negative regulatory relationships between them (Figure 5). When the plant is attacked by a pathogen, the EMT sectors are activated based on recognition of MAMPs. While the activation of the EMT sectors starts the activation of the SA sector with a delay, the SA sector does not become highly activated due to suppression by the strongly-activated EMT sectors. This is probably because detrimental effects of defense components controlled by the EMT sectors are less severe than those of the SA sector: if defense components controlled by the SA sector are not necessary, it is better not to activate them. The delay in activation of the SA sector by the EMT sectors is important in buying time for evaluation of the effect of the EMT sector-mediated defense. However, if the pathogen is to some extent adapted to the plant host and its effectors interfere with the EMT sectors, the resulting weakened activity of the EMT sectors could release the SA sector from suppression. In fact, several *P. syringae* effectors, such as HopAI1 [10], target components of the EMT sectors. Using the SA sector-controlled defense components against more virulent pathogens is reasonable, as the SA sector-controlled defenses are known to be potent in defense against biotrophic and hemi-biotrophic pathogens [39]. Thus, an elaborate combination of positive and negative regulatory relationships between the EMT and the SA sectors may enable shifting the balance between the EMT sectors for defense against less virulent pathogens to keep negative impacts of the immune response on plant fitness low and to reserve the SA sector for defense against more virulent biotrophic and hemi-biotrophic pathogens.

**Figure 5:**
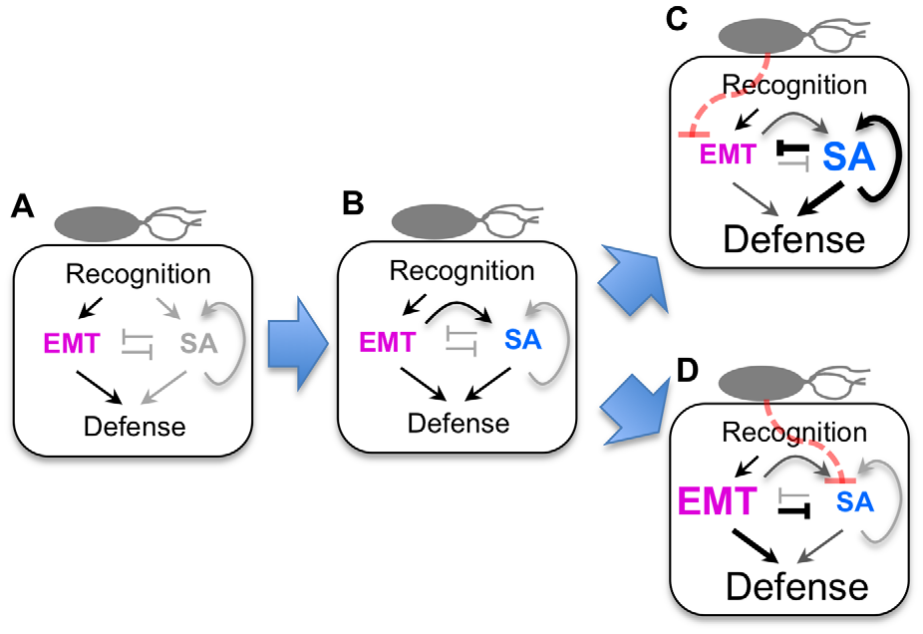
A hypothesis of sector switching. First, recognition of MAMPs leads to activation of the EMT sectors (A), which then activates the SA sector (B) [30]. If pathogen effectors perturb the EMT sectors, the inhibition of the SA sector by the EMT sectors becomes negligible, and the SA sector becomes highly activated, including signal amplification involving positive feedback [70], and deploys a potent defense response (C). If pathogen effectors perturb the SA sector, the inhibition of the EMT sectors by the SA sector becomes negligible, and the EMT sectors become highly activated and deploy a strong defense response (D). Note that the EMT sectors and the SA sector are not highly activated simultaneously.

### The plant immune signaling network appears to have a sector-switching property

In our network model there are many inter-sector regulatory relationships. Such a high connectivity suggests a democratic network, in which each component of the network has a relatively small contribution to the function of the network and the level of contribution from each component is similar. We recently demonstrated that the AvrRpt2-ETI is robust against network perturbations because of positive contributions from each sector to immunity and compensatory interactions among them [31]. So, the network for AvrRpt2-ETI signaling appeared to be democratic. However, our current study showed that negative regulatory relationships are very common between different signaling sectors, such as between the EMT and the SA sectors. We speculate that the EMT and SA sectors are not exactly democratic: one of them is more active under a particular condition, and the other is suppressed by the active one; if the active sector is inhibited, the other sector gets activated to compensate. So, the apparent redundancy in immune signaling does not result from simple functional redundancy but from switching between the sectors. The prevalence of inter-sector negative regulatory relationships suggests that such sector-switching is common at the whole network level, not just between the EMT and SA sectors. In fact, an antagonistic relationship between the SA and JA sectors is well documented [64]. We propose to call this property of the signaling network “sector-switching”. If robustness of the immune system against fast-evolving pathogens had been the only driver in evolution, the signaling network could have evolved to be a simple redundant, democratic network. However, immune responses are generally deleterious to the host, and they impose fitness costs when the pressure from particular pathogens is not high [63]. Together with the demand to minimize negative impacts of immune response, we speculate that the signaling network has evolved to have a sector-switching property, so that the activities of the signaling sectors are switched in response to inputs to the network, such as inputs for induction of PTI and ETI, and to external perturbations, such as perturbations by pathogen effectors, to balance the performance and the negative impacts of the integrated immune system.

## Materials and Methods

### Plants and bacteria

All Arabidopsis plants, wild type and mutants, used in the study had the genetic background of accession Col-0. For mRNA profiling and ROS production assays, plants were grown in a controlled environment chamber at 22°C with 75% relative humidity and a 12h/12h light/dark cycle. For the assays using seedlings in liquid culture, seedlings were prepared essentially as described in Denoux *et al.* [55] with the following modifications: 0.25g/L as the concentration of sucrose in the culture medium, and the culture was incubated at 22°C. *Pseudomonas syringae* pv. *tomato* DC3000 carrying pLAFR3-*avrRpt2* (*Pto* DC3000 AvrRpt2) [65] was used for inoculation of plants subjected to mRNA profiling.

### Treatments

*Pto* DC3000 AvrRpt2 was cultured in King's B medium at room temperature (∼22°C) overnight and inocula were prepared at an OD_600_ of 0.05 in water. Leaves were infiltrated using a needle-less syringe as described in [66]. The flg22 peptide (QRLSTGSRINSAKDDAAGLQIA) was synthesized by EzBiolab Inc. (IN, USA) and was used at indicated concentrations. Sodium salicylate (Fisher Scientific, PA, USA) was used to prepare SA solutions at 5 or 500 µM. For treatment of seedlings, plates were centrifuged at 500 rpm for 10 seconds to remove condensation 1 day before treatment.

### mRNA profiling

Twenty-two mutants were divided into five experiment groups, and three biological replicates were made for each group, except for one (group 00) with two biological replicates. The data collection for the biological replicates was conducted at least one week apart. Each experiment group consisted of Col-0 in addition to seven mutants. Detailed information about grouping is provided in Table S1. The eight plants were grown at the outside positions of a 3×3 grid pattern in a 6″×6″ pot, and an additional Col-0 plant, which was not used for data collection, was grown in the center position of the grid pattern. The positions of the eight plants in each pot were randomly assigned. Some mutants in these experiments were irrelevant to this study and were excluded from analyses following normalization of mRNA profiles. The 5^th^ experiment group (group 00) consisting of one or two mutants used in each of three experiment groups (groups 01, 02, and 03) and Col-0 was included to reduce potential bias associated with the experiment groups, e.g., biases associated with particular dates when experiments were conducted or particular combinations of genotypes tested together.

Two fully-developed leaves of each 4 week-old plant were inoculated with *Pto* DC3000 AvrRpt2. For each mRNA profile, inoculated leaves were harvested from three plants of the same genotype from three different pots at 6 hpi and pooled.

Procedures from target preparation to microarray data collection were performed as described in Sato *et al.* [37].

### Data preprocessing

Raw expression data were normalized using the stable gene-based quantile normalization (SBQ) method [37]. For comparison of profiles among different plant genotypes tested in different experiment groups, it was necessary to compensate for potential bias caused by separating genotypes to different groups. A 2-stage mixed effect linear model was fitted to the data from each experiment group separately:
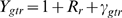

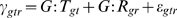
where *Y*, *G*, *T*, *R*, *γ*, and *ε* are log_2_-transformed expression level value, gene, genotype, replicate, residual of the 1^st^ model, and residual of the 2^nd^ model. *G* and *T* are fixed effects, and *R*, *γ*, and *ε* are random effects. The second model was fitted for each gene separately.

Using the *G*:*T* values for the genotypes common between pairs of the experiment groups, calibration values among the experiment groups were calculated for each gene. The values in the initial SBQ-normalized data set containing all the experiment groups were corrected using the calibration values and were used to fit another 2-stage model:
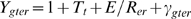

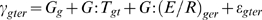
where *Y*, *G*, *T*, *E*, *R*, *γ*, and *ε* are log_2_-transformed expression level value, gene, genotype, experiment group, replicate, residual of the 1^st^ model, and residual of the 2^nd^ model. *G* and *T* are fixed effects, and *E*, *R*, *γ*, and *ε* are random effects. The second model was fitted for each gene separately. The contrasts in the model were made to obtain the difference value between each mutant and Col-0 in each *T_t_* + *G*:*T_gt_*.

### Network inference by RepEdLEGG

A data set with 480 genes each of which had at least one mutant genotype with the significant log_2_-transformed ratio value (*q*<0.05) were used to compare mRNA profiles of the genotypes (480 genes × 22 genotypes). The log_2_-transformed ratio values were not centered but scaled across the genes for each genotype (difference profiles). In this way, the order of the pairwise distances of the genotype difference profiles is invariant when either the uncentered Pearson correlation coefficient or the Euclidean distance is used. EdLEGG was modified from LEGG [36] to use the Euclidean distance instead of the uncentered Pearson correlation, so that multiple regression can be used for the calculation. Briefly, in a data set of *n* genes × *m* genotypes, the difference profile of genotype *i* is denoted as a vector 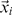 in an *n*-dimensional space. For the vector of each genotype *i*, *k* closest neighboring genotype vectors 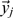 were identified using the uncentered Pearson correlation coefficient. *P_i_* is the set of such *j* (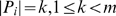). The value *k* defines the size of the local space. Then the following multiple regression was fitted by minimizing the residual vector size 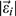:
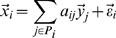
In this first round of EdLEGG, the condition, 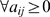, was applied to allow only positive regulatory relationships for the identification of major components illustrated in Figure S1B. *k* = 6 was used in this study as this made some of *a_ij_* for most *i* insignificant, which suggests that each local space was sufficiently sampled.

In RepEdLEGG, each residual vector 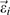 was subjected to a second round of EdLEGG. For each 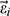, *l* closest neighboring genotype vectors 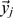 were identified using the absolute value of the uncentered Pearson correlation coefficient. *Q_i_* is the set of such *j* (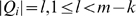). In this way, the genotype vectors that are negatively correlated as well as positively correlated can be identified as neighbors, which allows detection of both negative and positive regulatory relationships. The following multiple regression was fitted by minimizing the residual vector size 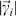:
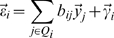
In this second round, the coefficients *b_ij_* were allowed to take positive or negative values to include negative regulatory relationships. *l* = 5 was used in this study as this made some of *b_ij_* for most *i* insignificant, which suggests that each local space was sufficiently sampled. The *p*-value associated with each of the coefficients *a_ij_* and *b_ij_*, obtained from multiple regression, was corrected using the Benjamini-Hochberg False Discovery Rate (FDR) [67] to obtain the *q*-value, and the neighboring genotype vectors with coefficients significant for the indicated *q*-value threshold, 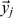, were identified for each genotype *i* (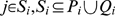).

The output of RepEdLEGG was further evaluated using a leave-one-out (LOO) cross-validation. In each case, the profile for one of the 22 mutants was removed from the data set, and this LOO data set was subjected to RepEdLEGG analysis. Links that were found in at least 18 LOO cross-validation cases were considered significant. Note that for a particular link, 20 LOO data sets have both the genotypes flanking the link.

Then, all the LOO-filtered neighboring genotype vectors from both rounds were subjected to multiple regression together to obtain the final coefficients *c_ij_*, which could be positive or negative, and their associated *p*-values by minimizing the residual vector size, 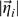:
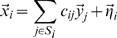
The obtained *p*-value was FDR-corrected to obtain the *q*-value. When two significant coefficients were found for a single link (*a_ij_* and *a_ji_*), the coefficient with the smaller *q*-value was selected.

In the model, the significant links between the mutant genotypes are represented as the links between the genes corresponding to the mutations. The links are color-coded in Figure 2 according to their associated coefficient values.

### Literature analysis

To collect experimentally validated regulatory relationships, a systematic search of literature describing the 22 genes in our network model was conducted. “LocusPublished.20091204.txt” in TAIR (ftp://ftp.arabidopsis.org/home/tair/User_Requests/LocusPublished.20091204.txt) was used to map genes to literature. A custom Perl script was used to parse information about each gene of interest in the file to identify publications, each of which was simultaneously mapped to any pair of the 22 genes, and to generate hyperlinks to the PubMed records (http://www.ncbi.nlm.nih.gov/pubmed/) for the identified publications. Next, the contents of the identified publications were inspected for appropriateness. This relatively unbiased procedure identified 22 known regulatory relationships. Three more known regulatory relationships were added based on publications that were not included in “LocusPublished.20091204.txt” but that we knew. To our knowledge, these 25 relationships are the only relationships known for the 22 genes.

### Callose deposition assay

Ten day-old Col-0 seedlings grown in liquid culture were incubated with 1 µM flg22 for 6 or 16 hours. Cotyledons were harvested for staining with aniline blue. Staining and visualization procedures were described in Wang *et al.* [68]. One image was obtained from each cotyledon. Stained callose deposits were counted using a custom macro combined with a custom plug-in for Image J (http:// rsb.info.nih.gov/ij/). The macro performs noise reduction, binarizing images, and counting objects with filtering for a particular size range.

### ROS production assay

Six week-old adult plants grown under the conditions described above were used. Eight leaf discs with a diameter of 4 mm were prepared and incubated for ∼15 hours in sterilized water in 24-well flat-bottom cell culture plates (Corning, Inc., MA, USA) before pre-treatments with water or 5 µM SA. Leaf discs for mock and SA pre-treatments were collected from each half of the same leaves. Eight leaf discs were used for a single sample, and four replicated samples were made using different individual plants for each combination of genotype and treatment. Leaf disks pre-treated for 3 hours were then treated with 1 µM flg22 or water. These were considered to be four conditions: 2 pre-treatments×2 treatments. The ROS production level was measured as the relative luminescence value as described in Trujiro *et al.* [69]. The results were analyzed by fitting a polynomial linear model through the ROS production curves of individual measurements and using a mixed-effect linear model on the coefficients of these curves [36]:
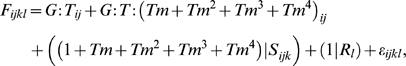
where *F*, *G*, *T*, *Tm*, *S*, *R*, and *ε* are measured ROS production value, genotype, condition, time, sample, replicate, and residual, respectively. *G*, *T*, and *Tm* are fixed effects, and *S*, *R*, and *ε* are random effects. To avoid convergence problems, the coefficients of the (1+*Tm*+*Tm* ^2^+*Tm* ^3^+*Tm* ^4^)|*S_ijk_* random effect were assumed to be independent and time was centered and scaled to range from −1 to 1.

### flg22-SA competition assay

Ten-day old Col-0 seedlings were treated with SA at an indicated concentration and/or 1 µM flg22, or water for 3 hours and harvested for RNA extraction. RNA extraction and quantitative RT-PCR were performed as described in Tsuda *et al.* [31]. The C_t_ values of a putative chitinase (At3g43620) and PR-1 relative to Actin2 (At2g18780) were fitted to a mixed linear model:
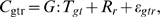
where *C*, *G*:*T*, *R*, and *ε* are relative C_t_ value, gene∶treatment interaction, replicate effect and residual, respectively. *G* and *T* are fixed effects, and *R* and *ε* are random effects. The mean estimate of the gene∶treatment interaction was used as the modeled C_t_ value. For the *t*-tests, the standard error appropriate for each comparison was calculated using the variance and covariance values obtained from the model fitting.

### Accession numbers

The Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) accession numbers for data discussed in this paper are GSE19663 and GSM490922 to GSM490978.

## Supporting Information

Figure S1 Analysis of residuals from the first round of LLE in RepEdLEGG allows detection of minor similarity (Conceptual diagram). For the sake of visualization, log-transformed expression level ratio values of two genes (i.e., two dimensions) are plotted for 70 mutant plants, which correspond to the data points. (A) Major similarities among the data points can be identified as clusters in the global space. Four clusters are indicated by different colors of the data points. (B) For each of the red and blue clusters, major components (thick gray arrows) are identified. This can be achieved by the first round of LLE. (C) Once the major components are subtracted from the red and blue clusters (i.e., residuals), minor similarities (the star-like shapes of the clusters) can be identified. Note that since it is impossible to represent events in a high-dimensional space accurately in a two-dimensional space, this figure is by no means an accurate representation of the RepEdLEGG procedure. Instead, the purpose of this figure is to illustrate the idea that analysis of residuals allows detection of minor similarities in expression profile data, which correspond to weak regulatory relationships among the genes corresponding to the mutations.
(4.81 MB TIF)

Figure S2 Categories of links inferred by RepEdLEGG. (A) Links inferred by the RepEdLEGG procedure are classified into those inferred in the first and second rounds of the LLE procedure. The links inferred in the second round are further divided into positive and negative links. (B) Links with supporting, conflicting or no evidence. The chart in the inset indicates the proportion of evidence-supported links inferred in the first and second rounds. 1^st^ evidence (+), evidence-supported links inferred in the first round of LLE; 2^nd^+ evidence (+), evidence-supported links for positive regulatory relationships inferred in the second round of LLE; 2^nd^- evidence (+), evidence-supported links for negative regulatory relationships inferred in the second round of LLE. Supporting evidence is listed in Table S3.
(0.24 MB TIF)

Figure S3 Analyses of the link specificities. (A and A′) The link between EIN3 and MPK6 is not ET signaling-dependent. To test specificity of the link between EIN3 and MPK6, the *ein3* profile was removed from the data set, and the RepEdLEGG analysis was performed. A, The links involving EIN3 are highlighted in the full model (Figure 2C). A′, The links involving EIN2 are highlighted in the model with EIN3 removed. (B and B′) The NO sector has positive relationships with the SA sector. To analyze the specificity of links between the NO sector components (NOA1 and NIA2) and the SA sector components, the RepEdLEGG analysis was performed with the data set with the *noa1* profile removed. B, The links involving the NO signaling components are highlighted in the full model (Figure 2C). B′, The links involving NIA2 are highlighted in the model without NOA1. Links inferred 17 times in the LOO cross-validation results were considered significant when a data set with one mutant profile removed is used. Note that a link can be inferred 19 times at maximum when one component is removed. The color codes of the links were determined based on coefficients associated with the links. The color codes for the vertices at the bottom of the figure show the signaling sector assignments of the genes corresponding to the mutations.
(1.01 MB TIF)

Figure S4 Time-course analysis of mutual inhibition between the EMT and SA sectors. The mRNA levels of the *PR-1* and putative chitinase (At2g43620) genes were measured by qRT-PCR and used as proxies of the SA and EMT sector activities, respectively. The *Actin 2* mRNA level was used to normalize the mRNA measurements. Ten-day old seedlings were treated with indicated concentrations of SA and/or flg22 and harvested for mRNA measurements at the indicated times. *, *p*<0.05 for the indicated comparisons.
(0.32 MB TIF)

Figure S5 Comparison of RepEdlEGG with partial correlation. The expression ratios between mutants and Col-0 wild-type (22 genotypes×480 genes) were analyzed using RepEdLEGG and partial correlation with LOO cross-validation. Links inferred 18 times in the LOO results were considered significant.
(0.19 MB TIF)

Table S1 Experiment groups in mRNA profiling
(0.03 MB XLS)

Table S2 Statistics for the Arabidopsis immune signaling network model
(0.04 MB XLS)

Table S3 Regulatory relationships among the 22 genes supported by literature
(0.03 MB XLS)

Table S4 The EIN3-SID2 relationship is masked by JAR1 in the full model.
(0.04 MB XLS)

Table S5 Statistics for the network model without EIN3 (for Figs. S3 A and A′)
(0.04 MB XLS)

Table S6 Statistics for the network model without NOA1 (for Figs. S3 B and B′)
(0.04 MB XLS)

Table S7 Statistics for effects of SA pretreatment on flg22-triggered ROS production
(0.03 MB XLS)

## References

[1] Bar-Yam Y, Harmon D, de Bivort B (2009). Systems biology. Attractors and democratic dynamics.. Science.

[2] Kitano H (2002). Systems biology: a brief overview.. Science.

[3] Jones JD, Dangl JL (2006). The plant immune system.. Nature.

[4] Gómez-Gómez L, Boller T (2000). FLS2: an LRR receptor-like kinase involved in the perception of the bacterial elicitor flagellin in Arabidopsis.. Mol Cell.

[5] Block A, Li G, Fu ZQ, Alfano JR (2008). Phytopathogen type III effector weaponry and their plant targets.. Curr Opin Plant Biol.

[6] Axtell MJ, Staskawicz BJ (2003). Initiation of RPS2-specified disease resistance in Arabidopsis is coupled to the AvrRpt2-directed elimination of RIN4.. Cell.

[7] Mackey D, Belkhadir Y, Alonso JM, Ecker JR, Dangl JL (2003). Arabidopsis RIN4 is a target of the type III virulence effector AvrRpt2 and modulates RPS2-mediated resistance.. Cell.

[8] Underwood W, Zhang S, He SY (2007). The Pseudomonas syringae type III effector tyrosine phosphatase HopAO1 suppresses innate immunity in Arabidopsis thaliana.. Plant J.

[9] Torres MA, Dangl JL, Jones JD (2002). Arabidopsis gp91phox homologues AtrbohD and AtrbohF are required for accumulation of reactive oxygen intermediates in the plant defense response.. Proc Natl Acad Sci USA.

[10] Zhang J, Shao F, Li Y, Cui H, Chen L (2007). A Pseudomonas syringae effector inactivates MAPKs to suppress PAMP-induced immunity in plants.. Cell Host Microbe.

[11] Zeier J, Delledonne M, Mishina T, Severi E, Sonoda M (2004). Genetic elucidation of nitric oxide signaling in incompatible plant-pathogen interactions.. Plant Physiol.

[12] Zeidler D, Zähringer U, Gerber I, Dubery I, Hartung T (2004). Innate immunity in Arabidopsis thaliana: lipopolysaccharides activate nitric oxide synthase (NOS) and induce defense genes.. Proc Natl Acad Sci USA.

[13] Navarro L, Zipfel C, Rowland O, Keller I, Robatzek S (2004). The transcriptional innate immune response to flg22. Interplay and overlap with Avr gene-dependent defense responses and bacterial pathogenesis.. Plant Physiol.

[14] Loake G, Grant M (2007). Salicylic acid in plant defence–the players and protagonists.. Curr Opin Plant Biol.

[15] Pozo MJ, Van Loon LC, Pieterse CM (2004). Jasmonates - Signals in Plant-Microbe Interactions.. Journal of Plant Growth and Regulation.

[16] van Loon LC, Geraats BP, Linthorst HJ (2006). Ethylene as a modulator of disease resistance in plants.. Trends Plant Sci.

[17] Wildermuth MC, Dewdney J, Wu G, Ausubel FM (2001). Isochorismate synthase is required to synthesize salicylic acid for plant defence.. Nature.

[18] Nawrath C, Heck S, Parinthawong N, Métraux JP (2002). EDS5, an essential component of salicylic acid-dependent signaling for disease resistance in Arabidopsis, is a member of the MATE transporter family.. Plant Cell.

[19] Cao H, Glazebrook J, Clarke JD, Volko S, Dong X (1997). The Arabidopsis NPR1 gene that controls systemic acquired resistance encodes a novel protein containing ankyrin repeats.. Cell.

[20] Falk A, Feys BJ, Frost LN, Jones JD, Daniels MJ (1999). EDS1, an essential component of R gene-mediated disease resistance in Arabidopsis has homology to eukaryotic lipases.. Proc Natl Acad Sci USA.

[21] Jirage D, Tootle TL, Reuber TL, Frost LN, Feys BJ (1999). Arabidopsis thaliana PAD4 encodes a lipase-like gene that is important for salicylic acid signaling.. Proc Natl Acad Sci USA.

[22] Glazebrook J, Chen W, Estes B, Chang HS, Nawrath C (2003). Topology of the network integrating salicylate and jasmonate signal transduction derived from global expression phenotyping.. Plant J.

[23] Staswick PE, Tiryaki I, Rowe ML (2002). Jasmonate response locus JAR1 and several related Arabidopsis genes encode enzymes of the firefly luciferase superfamily that show activity on jasmonic, salicylic, and indole-3-acetic acids in an assay for adenylation.. Plant Cell.

[24] Thines B, Katsir L, Melotto M, Niu Y, Mandaokar A (2007). JAZ repressor proteins are targets of the SCF(COI1) complex during jasmonate signalling.. Nature.

[25] Lorenzo O, Chico JM, Sánchez-Serrano JJ, Solano R (2004). JASMONATE-INSENSITIVE1 encodes a MYC transcription factor essential to discriminate between different jasmonate-regulated defense responses in Arabidopsis.. Plant Cell.

[26] Alonso JM, Hirayama T, Roman G, Nourizadeh S, Ecker JR (1999). EIN2, a bifunctional transducer of ethylene and stress responses in Arabidopsis.. Science.

[27] Chao Q, Rothenberg M, Solano R, Roman G, Terzaghi W (1997). Activation of the ethylene gas response pathway in Arabidopsis by the nuclear protein ETHYLENE-INSENSITIVE3 and related proteins.. Cell.

[28] Robert-Seilaniantz A, Navarro L, Bari R, Jones JD (2007). Pathological hormone imbalances.. Curr Opin Plant Biol.

[29] Zipfel C, Robatzek S, Navarro L, Oakeley EJ, Jones JD (2004). Bacterial disease resistance in Arabidopsis through flagellin perception.. Nature.

[30] Tsuda K, Sato M, Glazebrook J, Cohen JD, Katagiri F (2008). Interplay between MAMP-triggered and SA-mediated defense responses.. Plant J.

[31] Tsuda K, Sato M, Stoddard T, Glazebrook J, Katagiri F (2009). Network properties of robust immunity in plants.. PLoS Genet.

[32] Hughes TR, Marton MJ, Jones AR, Roberts CJ, Stoughton R (2000). Functional discovery via a compendium of expression profiles.. Cell.

[33] Roweis ST, Saul LK (2000). Nonlinear dimensionality reduction by locally linear embedding.. Science.

[34] Katagiri F, Glazebrook J (2003). Local Context Finder (LCF) reveals multidimensional relationships among mRNA expression profiles of Arabidopsis responding to pathogen infection.. Proc Natl Acad Sci USA.

[35] van Leeuwen H, Kliebenstein DJ, West MA, Kim K, van Poecke R (2007). Natural variation among Arabidopsis thaliana accessions for transcriptome response to exogenous salicylic acid.. Plant Cell.

[36] Van Poecke RM, Sato M, Lenarz-Wyatt L, Weisberg S, Katagiri F (2007). Natural variation in RPS2-mediated resistance among Arabidopsis accessions: correlation between gene expression profiles and phenotypic responses.. Plant Cell.

[37] Sato M, Mitra RM, Coller J, Wang D, Spivey NW (2007). A high-performance, small-scale microarray for expression profiling of many samples in Arabidopsis-pathogen studies.. Plant J.

[38] Delledonne M, Xia Y, Dixon RA, Lamb C (1998). Nitric oxide functions as a signal in plant disease resistance.. Nature.

[39] Glazebrook J (2005). Contrasting mechanisms of defense against biotrophic and necrotrophic pathogens.. Annu Rev Phytopathol.

[40] Dangl JL, Jones JD (2001). Plant pathogens and integrated defence responses to infection.. Nature.

[41] He P, Chintamanani S, Chen Z, Zhu L, Kunkel BN (2004). Activation of a COI1-dependent pathway in Arabidopsis by Pseudomonas syringae type III effectors and coronatine.. Plant J.

[42] Gómez-Gómez L, Felix G, Boller T (1999). A single locus determines sensitivity to bacterial flagellin in Arabidopsis thaliana.. Plant J.

[43] Asai T, Tena G, Plotnikova J, Willmann MR, Chiu WL (2002). MAP kinase signalling cascade in Arabidopsis innate immunity.. Nature.

[44] Bauer Z, Gómez-Gómez L, Boller T, Felix G (2001). Sensitivity of different ecotypes and mutants of Arabidopsis thaliana toward the bacterial elicitor flagellin correlates with the presence of receptor-binding sites.. J Biol Chem.

[45] Clay NK, Adio AM, Denoux C, Jander G, Ausubel FM (2009). Glucosinolate metabolites required for an Arabidopsis innate immune response.. Science.

[46] Tao Y, Xie Z, Chen W, Glazebrook J, Chang HS (2003). Quantitative nature of Arabidopsis responses during compatible and incompatible interactions with the bacterial pathogen Pseudomonas syringae.. Plant Cell.

[47] Takahashi F, Yoshida R, Ichimura K, Mizoguchi T, Seo S (2007). The mitogen-activated protein kinase cascade MKK3-MPK6 is an important part of the jasmonate signal transduction pathway in Arabidopsis.. Plant Cell.

[48] Chen H, Xue L, Chintamanani S, Germain H, Lin H (2009). ETHYLENE INSENSITIVE3 and ETHYLENE INSENSITIVE3-LIKE1 repress SALICYLIC ACID INDUCTION DEFICIENT2 expression to negatively regulate plant innate immunity in Arabidopsis.. Plant Cell.

[49] Yoo SD, Cho YH, Tena G, Xiong Y, Sheen J (2008). Dual control of nuclear EIN3 by bifurcate MAPK cascades in C2H4 signalling.. Nature.

[50] Zottini M, Costa A, De Michele R, Ruzzene M, Carimi F (2007). Salicylic acid activates nitric oxide synthesis in Arabidopsis.. J Exp Bot.

[51] Nawrath C, Métraux JP (1999). Salicylic acid induction-deficient mutants of Arabidopsis express PR-2 and PR-5 and accumulate high levels of camalexin after pathogen inoculation.. Plant Cell.

[52] Nishimura MT, Stein M, Hou BH, Vogel JP, Edwards H (2003). Loss of a callose synthase results in salicylic acid-dependent disease resistance.. Science.

[53] Ham JH, Kim MG, Lee SY, Mackey D (2007). Layered basal defenses underlie non-host resistance of Arabidopsis to Pseudomonas syringae pv. phaseolicola.. Plant J.

[54] Jacobs AK, Lipka V, Burton RA, Panstruga R, Strizhov N (2003). An Arabidopsis Callose Synthase, GSL5, Is Required for Wound and Papillary Callose Formation.. Plant Cell.

[55] Denoux C, Galletti R, Mammarella N, Gopalan S, Werck D (2008). Activation of Defense Response Pathways by OGs and Flg22 Elicitors in Arabidopsis Seedlings.. Mol Plant.

[56] Shang Y, Li X, Cui H, He P, Thilmony R (2006). RAR1, a central player in plant immunity, is targeted by Pseudomonas syringae effector AvrB.. Proc Natl Acad Sci USA.

[57] Lamb J, Crawford ED, Peck D, Modell JW, Blat IC (2006). The Connectivity Map: using gene-expression signatures to connect small molecules, genes, and disease.. Science.

[58] Dong X (2004). NPR1, all things considered.. Curr Opin Plant Biol.

[59] Toh H, Horimoto K (2002). Inference of a genetic network by a combined approach of cluster analysis and graphical Gaussian modeling.. Bioinformatics.

[60] Bolton MD (2009). Primary metabolism and plant defense–fuel for the fire.. Mol Plant Microbe Interact.

[61] Bowling SA, Clarke JD, Liu Y, Klessig DF, Dong X (1997). The cpr5 mutant of Arabidopsis expresses both NPR1-dependent and NPR1-independent resistance.. Plant Cell.

[62] Clarke JD, Liu Y, Klessig DF, Dong X (1998). Uncoupling PR gene expression from NPR1 and bacterial resistance: characterization of the dominant Arabidopsis cpr6-1 mutant.. Plant Cell.

[63] Tian D, Traw MB, Chen JQ, Kreitman M, Bergelson J (2003). Fitness costs of R-gene-mediated resistance in Arabidopsis thaliana.. Nature.

[64] Spoel SH, Koornneef A, Claessens SM, Korzelius JP, Van Pelt JA (2003). NPR1 modulates cross-talk between salicylate- and jasmonate-dependent defense pathways through a novel function in the cytosol.. Plant Cell.

[65] Whalen MC, Innes RW, Bent AF, Staskawicz BJ (1991). Identification of Pseudomonas syringae pathogens of Arabidopsis and a bacterial locus determining avirulence on both Arabidopsis and soybean.. Plant Cell.

[66] Katagiri F, Thilmony R, He SY (2002). The Arabidopsis Thaliana-Pseudomonas Syringae Interaction.

[67] Benjamini Y, Hochberg Y (1995). Controlling the False Discovery Rate: a Practical and Powerful Approach to Multiple Testing.. Journal of the Royal Statistical Society B.

[68] Wang L, Tsuda K, Sato M, Cohen JD, Katagiri F (2009). Arabidopsis CaM binding protein CBP60g contributes to MAMP-induced SA accumulation and is involved in disease resistance against Pseudomonas syringae.. PLoS Pathog.

[69] Trujillo M, Ichimura K, Casais C, Shirasu K (2008). Negative regulation of PAMP-triggered immunity by an E3 ubiquitin ligase triplet in Arabidopsis.. Curr Biol.

[70] Shah J (2003). The salicylic acid loop in plant defense.. Curr Opin Plant Biol.

[71] Guo FQ, Okamoto M, Crawford NM (2003). Identification of a plant nitric oxide synthase gene involved in hormonal signaling.. Science.

[72] Torres MA, Onouchi H, Hamada S, Machida C, Hammond-Kosack KE (1998). Six Arabidopsis thaliana homologues of the human respiratory burst oxidase (gp91phox).. Plant J.

[73] Xie DX, Feys BF, James S, Nieto-Rostro M, Turner JG (1998). COI1: an Arabidopsis gene required for jasmonate-regulated defense and fertility.. Science.

[74] Park JH, Halitschke R, Kim HB, Baldwin IT, Feldmann KA (2002). A knock-out mutation in allene oxide synthase results in male sterility and defective wound signal transduction in Arabidopsis due to a block in jasmonic acid biosynthesis.. Plant J.

[75] Wang H, Ngwenyama N, Liu Y, Walker JC, Zhang S (2007). Stomatal development and patterning are regulated by environmentally responsive mitogen-activated protein kinases in Arabidopsis.. Plant Cell.

[76] Liu Y, Zhang S (2004). Phosphorylation of 1-aminocyclopropane-1-carboxylic acid synthase by MPK6, a stress-responsive mitogen-activated protein kinase, induces ethylene biosynthesis in Arabidopsis.. Plant Cell.

[77] Kang L, Li J, Zhao T, Xiao F, Tang X (2003). Interplay of the Arabidopsis nonhost resistance gene NHO1 with bacterial virulence.. Proc Natl Acad Sci U S A.

[78] Wilkinson JQ, Crawford NM (1991). Identification of the Arabidopsis CHL3 gene as the nitrate reductase structural gene NIA2.. Plant Cell.

[79] Century KS, Shapiro AD, Repetti PP, Dahlbeck D, Holub E (1997). NDR1, a pathogen-induced component required for Arabidopsis disease resistance.. Science.

[80] Warren RF, Merritt PM, Holub E, Innes RW (1999). Identification of three putative signal transduction genes involved in R gene-specified disease resistance in Arabidopsis.. Genetics.

[81] Tornero P, Merritt P, Sadanandom A, Shirasu K, Innes RW (2002). RAR1 and NDR1 contribute quantitatively to disease resistance in Arabidopsis, and their relative contributions are dependent on the R gene assayed.. Plant Cell.

[82] Lipka V, Dittgen J, Bednarek P, Bhat R, Wiermer M (2005). Pre- and postinvasion defenses both contribute to nonhost resistance in Arabidopsis.. Science.

[83] Bent AF, Kunkel BN, Dahlbeck D, Brown KL, Schmidt R (1994). RPS2 of Arabidopsis thaliana: a leucine-rich repeat class of plant disease resistance genes.. Science.

[84] Mindrinos M, Katagiri F, Yu GL, Ausubel FM (1994). The A. thaliana disease resistance gene RPS2 encodes a protein containing a nucleotide-binding site and leucine-rich repeats.. Cell.

[85] Feys BJ, Wiermer M, Bhat RA, Moisan LJ, Medina-Escobar N (2005). Arabidopsis SENESCENCE-ASSOCIATED GENE101 stabilizes and signals within an ENHANCED DISEASE SUSCEPTIBILITY1 complex in plant innate immunity.. Plant Cell.

[86] Lozano-Juste J, León J (2010). Enhanced abscisic acid-mediated responses in nia1nia2noa1-2 triple mutant impaired in NIA/NR- and AtNOA1-dependent nitric oxide biosynthesis in Arabidopsis.. Plant Physiol.

[87] Gfeller A, Liechti R, Farmer EE (2010). Arabidopsis jasmonate signaling pathway.. Science signaling.

[88] Laudert D, Weiler EW (1998). Allene oxide synthase: a major control point in Arabidopsis thaliana octadecanoid signalling.. Plant J.

[89] Roman G, Lubarsky B, Kieber JJ, Rothenberg M, Ecker JR (1995). Genetic analysis of ethylene signal transduction in Arabidopsis thaliana: five novel mutant loci integrated into a stress response pathway.. Genetics.

[90] Chini A, Fonseca S, Fernández G, Adie B, Chico JM (2007). The JAZ family of repressors is the missing link in jasmonate signalling.. Nature.

[91] Yan Y, Stolz S, Chételat A, Reymond P, Pagni M (2007). A downstream mediator in the growth repression limb of the jasmonate pathway.. Plant Cell.

[92] Laurie-Berry N, Joardar V, Street IH, Kunkel BN (2006). The Arabidopsis thaliana JASMONATE INSENSITIVE 1 gene is required for suppression of salicylic acid-dependent defenses during infection by Pseudomonas syringae.. Mol Plant Microbe Interact.

[93] Bright J, Desikan R, Hancock JT, Weir IS, Neill SJ (2006). ABA-induced NO generation and stomatal closure in Arabidopsis are dependent on H2O2 synthesis.. Plant J.

[94] Cao H, Bowling SA, Gordon AS, Dong X (1994). Characterization of an Arabidopsis Mutant That Is Nonresponsive to Inducers of Systemic Acquired Resistance.. Plant Cell.

[95] Zhou N, Tootle TL, Tsui F, Klessig DF, Glazebrook J (1998). PAD4 functions upstream from salicylic acid to control defense responses in Arabidopsis.. Plant Cell.

[96] Belkhadir Y, Nimchuk Z, Hubert DA, Mackey D, Dangl JL (2004). Arabidopsis RIN4 negatively regulates disease resistance mediated by RPS2 and RPM1 downstream or independent of the NDR1 signal modulator and is not required for the virulence functions of bacterial type III effectors AvrRpt2 or AvrRpm1.. Plant Cell.

[97] Wang L, Mitra RM, Hasselmann KD, Sato M, Lenarz-Wyatt L (2008). The Genetic Network Controlling the Arabidopsis Transcriptional Response to Pseudomonas syringae pv. maculicola: Roles of Major Regulators and the Phytotoxin Coronatine.. Mol Plant Microbe Interact.

How the deposited data were processed for this re-analysis (not part of the article)

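The data are mRNA profiles of leaves of *Arabidopsis thaliana* Col-0 and of mutants in immune signaling, 6 h after inoculation with *Pto* DC3000 AvrRpt2. They were measured on a small microarray that the authors made for genes of the pathogen response. Its 576 probes are more than the genes that the paper counts. Control probes could not be told apart, so none was left out, and counts of genes are counts of probes. The deposited values are log2 values that the authors had normalized by the stable gene-based quantile method before the files were deposited, one value per probe and array, with none missing and none negative. Whether they also hold the calibration between experiment groups that the methods describe could not be settled from the values. The unprocessed intensities were not used here, so the authors' background treatment and normalization stand behind every number given. The method scales arrays on genes taken as stable. Where most genes on a dedicated array fall in a mutant, the scaling sets how many count as higher or lower.

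The middle array had a median of 4.44, and arrays have no read depth, so precision rests on the number of arrays, given as standard errors. The highest and lowest correlations of 2 arrays over all probes were 0.992 and 0.411, and 0 pairs of arrays were identical. A gene symbol or locus was known for 181 probes, of which 180 matched a gene table. The other 395 probes were counted and not named.

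Arrays were grouped by the genotype, experiment group and replicate in their labels. The labels give each array's group and replicate, and the paper says that the genotypes of a group shared pots and that replicates were collected on separate dates, so arrays of the same group and replicate were taken as a batch. Over the 14 batches the residuals of arrays of one batch correlated by 0.447 on average (0.178 to 0.704 per batch), and those of arrays of the same group and another replicate by −0.287. As a random block, the batch had a consensus correlation of 0.480.

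Differences from Col-0 were estimated in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) from 94 arrays in one model with genotype and batch, with p-values adjusted by the Benjamini-Hochberg method within each mutant and a threshold of 0.05. No filter on dim probes was applied. Genes changed in at least 1 mutant formed the difference profiles. For each mutant at a conclusion the genes named are up to 5 with the largest rise and 5 with the largest fall among those past the threshold with the same sign in every batch, and every named member of the gene lists. For each pair of mutants they are the 5 genes with the largest positive and the 5 with the most negative product of the scaled differences, restricted to probes with a name. This rule and the lists were written down beforehand. Values in the paper's own tables had then been read.

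Gene lists covered SA-responsive genes (3 of 32 named on the array), early MAMP-triggered genes (6 of 34), ABA-responsive genes (1 of 16), ET-responsive genes (1 of 27), senescence genes (1 of 7) and the paper's marker genes (1 of 4). The lists for JA, redox, indole metabolism, photosynthesis, epidermis and guard cells, vascular tissue and the mutated genes had 0 named members. The SA and early MAMP lists were tested with fry, adjusted over both lists and the mutants. They were also tested with camera at a preset correlation of 0.01 and with an estimated correlation. Fry asks whether the members of a list changed, and camera whether they changed more than the other probes.

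RepEdLEGG was rebuilt from the methods in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Each scaled profile was explained by its 6 nearest profiles by uncentered correlation with non-negative coefficients, and the residual by the 5 nearest other profiles of either sign. A neighbor had to be found in 18 of the 20 runs that leave out another mutant, and the final coefficient had to have q under 0.01. Without a mutant, 17 of 19 runs were required. Correlations carry a standard error from leaving out each batch in turn. Where the design allowed it, a correlation was also taken with each mutant set against Col-0 arrays of other batches than its partner. For mutants that share an experiment group, arrays of the mutants were then left out too, so such values rest on fewer plants. Partial correlations used the same thresholds. Unchanged mutants were simulated 100 times against the same Col-0 arrays and batches, with noise independent between genes, with the residuals of whole arrays in permuted order, and with normal noise of the residuals' covariance. Neither mutant of a simulated pair has an effect, so a covariance above the simulated one does not show an effect in both. Links within a sector and listed relationships were also counted in these sets, and with mutants exchanged 10000 times only with others of the same experiment groups. Simulated limits are the 2.5th percentile and its counterpart at the upper end.

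Both procedures were tested on simulated data with noise independent between genes, unlike the residuals of the arrays. The shares given next hold for such noise and for many changed genes. With 200 of 576 genes changed, limma recovered with the right sign 30.2% of changes of 0.5 on the log2 scale with 3 arrays and 60.1% with 5 arrays, 83.3% and 94.5% of changes of 1, and 99.1% and 99.9% of changes of 2, and the share of unchanged genes among its calls was 3.10% to 3.34%.

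Alternatives were a model without the batch terms, the batch as a random block, a mixed model in lme4 1.1.37, each mutant against the Col-0 arrays of its own batches only, all arrays of the series, median centring, a filter on the dimmest genes, adjustment over all genes and mutants, each batch left out in turn, other correlation measures, and other settings of the link search. The model without the batch terms kept a term for each experiment group. The qRT-PCR, callose, ROS and bacterial growth measurements of the paper were not analysed here. The 12 arrays of 4 genotypes outside the network model were fitted separately.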

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

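None of the tests in this part was chosen only after its result was seen.

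In *noa1*, the difference from Col-0 in replicate 2 of group 02 lay far from those of the other 4 batches for 3 genes: AT1G68620 (−3.25 on the log2 scale), the β-glucosidase gene BGLU45 (−3.33) and the transcription factor gene WRKY22 (−2.41). Without that batch 0 genes changed in *noa1* by limma, where 73 did with it, while 26 changed without replicate 2 of group 00, 18 without replicate 3 of group 02 and 120 without replicate 1 of group 01. Differences this far from the other 4 of their set were found for 9 of 102 sets of 5 batches, where about 1 in 20 (5.1 sets) is expected by chance.

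The others were AT3G28510 (−3.47) and AT4G24350 (1.71) in *pad4-1*, replicate 1 of group 00. In *npr1-1* of the same batch WRKY22 had a difference of 0.14. In *ein2-1* they were AT1G10585 (−0.86) in replicate 2 of group 00 and AT2G43620 (−2.26) in replicate 1 of group 01. In *rbohD* the zinc finger gene STZ had −2.28 in replicate 3 of group 02.

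The genotype labelled ndr1-1b, which the network model does not include, had 373 genes changed from Col-0 by limma (1 of 100 splits of the arrays without regard to the batch gave as many, the highest other 278, so chance can be excluded for these; the 8 swaps within batches are too few for a share under 0.05, the highest other 251). Its profile had a correlation of 0.990 with that of *ndr1-1*, and 0 genes differed between the 2 by limma (27 at an unadjusted p under 0.05, no other tool run). A candidate explanation is that it is a second sample of the same mutant, and the paper's tables do not list it. With 3 arrays against 3 the splits (10, of which 10 gave as many) are too few for a share under 0.05, with a real value of 0 and a highest other value of 19.

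The double mutant *pad4-1 sag101-2* had 21 genes changed from Col-0, 7 higher and 14 lower (1 of 100 splits without regard to the batch as large, the highest other 3). Against *sag101-2* it had 58 genes changed, 9 higher and 49 lower, with splits too few for a share under 0.05 (1 of 10 as large, the highest other 0). Against *pad4-1* 0 genes differed (25 at an unadjusted p under 0.05, no other tool run), and with a real count of 0 the splits decide nothing (56 of 56 as large, highest other 1). Swapping all 3 pairs of *pad4-1 sag101-2* and Col-0 arrays within their batches gave 21 genes again, since their group shares only Col-0 with the other groups, and the 8 swaps within batches are too few for a share under 0.05, so chance is excluded only for splits without regard to the batch.

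The double mutant *rbohD rbohF* had 2 genes changed against *rbohD* (5 of 56 splits as large, the highest other 9, so chance cannot be excluded). It had 0 against Col-0 (50 at an unadjusted p under 0.05; 100 of 100 splits, highest other 6) and 0 against *rbohF* (41; 10 of 10 splits, highest other 8). In *vpe* 0 genes changed by limma (12 at an unadjusted p under 0.05; 100 of 100 splits, highest other 2). With a real count of 0 these splits decide nothing.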

How the results depend on the processing

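The noise simulations that keep the correlation between genes, the draws with new noise added to the profiles, and the counting of neighbors without direction were tests chosen only after the result was seen. The other alternatives, the lists and the thresholds were fixed before the data were examined.

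In the settings given here, no called change of a single gene and no link at a conclusion turned direction. With new noise added to the profiles in 100 draws, some links came back with the other sign. NPR1-RBOHD came back in 55, with the same sign in 54, and PMR4-SID2 in 25, with the same sign in 24. JAR1-SAG101 came back in 30 (27 with the same sign), MPK6-PAD4 in 20 (18) and JIN1-NHO1 in 47 (45). Correlations that carry no test did change sign. That of *rbohD* with *rbohF*, 0.054 (standard error 0.442), was −0.292 without replicate 1 of group 02 and −0.0847 without shared Col-0 arrays. Without shared Col-0 arrays those of *ein2-1* with *ein3-1* and of *mpk3* with *mpk6-2*, 0.382 and 0.220, were −0.156 and −0.329. Arrays of the mutants were left out there too, as for *rbohD* with *rbohF*. That of *mpk6-2* with *nho1-2*, 0.139, was −0.117 without replicate 3 of group 04, that of *npr1-1* with *pmr4-1*, −0.267, was 0.0543 without replicate 2 of group 04, and that of *ein2-1* with *pmr4-1*, 0.0901, was −0.223 without replicate 1 of group 01. Those of *ein2-1* with *mpk6-2* (0.0235) and *mpk3* with *nho1-2* (0.00209) were below 0 in 8 settings each, down to −0.277 and −0.0569. Median centring turned the median difference over all probes from −0.36 to 0.32 in *ndr1-1* and from −0.19 to 0.12 in *sid2-2*, and the numbers higher and lower from 101 and 279 to 268 and 174 in *ndr1-1* and from 21 and 136 to 113 and 68 in *sid2-2*. It also turned the balance in *rps2-101C*, *npr1-1*, *pad4-1*, *pbs2-1* and *dde2-2*.

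Of the 84 named changes of single genes, 684 of 743 values under other settings kept direction and side of the threshold and 59 kept direction only, and with a batch left out these were 1122 and 54 of 1176. Of 14 links at conclusions, 212 of 224 values were kept and 12 were not, and with a batch left out 161 of 196 were kept and 35 were not.

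Without the batch as a replicate block, the numbers of changed genes were *coi1-1* 90, *dde2-2* 2, *ein2-1* 4, *jar1-1* 0, *noa1* 0, *npr1-1* 128, *pad4-1* 105, *pbs2-1* 15, *pen2-1* 5, *rbohF* 0 and *sid2-2* 60. In the other mutants the block changed no count by more than 1.5 times. Against Col-0 arrays of their own batches only they were *ein2-1* 1, *jar1-1* 0, *noa1* 0, *pbs2-1* 0, *rbohF* 0 and *rps2-101C* 189, with fewer arrays in each fit, and the network had 17 links found only in the second round, 4 of them with a listed relationship. Adjusted over all genes and mutants they were *dde2-2* 25, *ein2-1* 35, *ein3-1* 9, *jar1-1* 10, *jin1-1* 1, *mpk3* 2, *nho1-2* 1, *nia2* 1, *pen2-1* 14, *pmr4-1* 1, *rbohD* 4 and *rbohF* 5. A mixed model gave *dde2-2* 15 and *nho1-2* 1, median centring gave *nho1-2* 1, and leaving out the dimmest genes gave *jar1-1* 0. The causes were not tested.

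With each batch left out in turn the ranges were *coi1-1* 121 to 177, *dde2-2* 3 to 15, *ein2-1* 12 to 26, *jar1-1* 0 to 3, *ndr1-1* 353 to 382, *nho1-2* 0 to 1, *noa1* 0 to 120, *npr1-1* 151 to 245, *pad4-1* 177 to 220, *pbs2-1* 26 to 142, *pen2-1* 5 to 11, *rbohF* 0 to 7, *rps2-101C* 233 to 304 and *sid2-2* 99 to 156, and from 458 to 479 genes changed in at least 1 mutant. The network had 58 to 66 links, 12 to 18 of them negative, 20 to 28 found only in the second round (4 to 8 with a listed relationship), and 17 to 20 listed relationships in all. *pbs2-1* had 26 genes without replicate 3 of group 01, *sid2-2* 99 without replicate 2 of group 01, *ein2-1* 12 without replicate 2 of group 01, *pen2-1* 5 without replicate 3 of group 04, *dde2-2* 3 without replicate 3 of group 03, and *rbohF* 0 without replicate 2 of group 02. The network had 75 links at q under 0.05, 51 with Col-0 arrays of the same batches only and from 60 to 70 under the other settings of the search, and ordinary instead of non-negative least squares moved nothing.

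Without shared Col-0 arrays the correlations of *noa1* were 0.752 with *pad4-1*, 0.655 with *npr1-1* and 0.501 with *nia2*. The *noa1* arrays were those of group 02 for *pad4-1* and *npr1-1*, and those of group 00 for *nia2*. The median number of links from noise was 72 with residuals of whole arrays and 74 with normal noise of the same covariance, and that of negative links 20 and 22. The SA list passed in 2 mutants with camera at a preset correlation and in 0 with an estimated one, and the early MAMP list in 0 and 0. Regression on the neighbors of Table S2 gave coefficients that correlated with the paper's by 0.746 on scaled and 0.999 on unscaled profiles. Testing each probe of a gene separately was not run, because no gene had more than 1 probe with a name. Arrays give no depth, and the standard errors set what could be detected. With noise independent between genes and 200 genes changed, 3 arrays recovered 30.2% of simulated changes of 0.5 on the log2 scale.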

Differences from the paper's values

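Tests in this part were set beforehand, with exceptions. The counting of neighbors without direction and the draws with new noise were chosen only after the result was seen. The numbers of links unique to RepEdLEGG or to the partial correlation differed from the paper's. The paper gives 16 links found only by RepEdLEGG, and 9 were found here. It gives 5 links found only by the partial correlation, and 18 were found here. It gives 7 listed relationships among the first, and 4 were found here, and it gives 0 among the second, where 1 was found here, PMR4-RAR1. The alternative of a q threshold of 0.05 set before the data were examined, with 4, 27, 2 and 1, also differs in each of the 4. No alternative that was run reaches the paper's values for these.

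Of the 67 links of Table S2, 61 were inferred here, each with the same sign. The network here does not hold COI1-RAR1, EIN2-PMR4, MPK3-NHO1, MPK3-RAR1, PMR4-RAR1 and RBOHD-SAG101, and it holds DDE2-NIA2, EIN2-NPR1 and EIN3-RPS2 in addition. With new noise added to the profiles these additional links came back with the same sign in 13, 9 and 28 of 100 draws.

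The paper holds that PMR4 and RAR1 are negatively linked. RepEdLEGG inferred that link here in 11 of 30 settings, which are q under 0.05, 17 of 20 leave-one-out runs, no leave-one-out rule, 7 neighbors in the first round, 4 in the second round, median centring, and 5 fits without a batch. The partial correlation also gave it. The paper draws a circle of links among MPK3, MPK6 and NHO1. MPK3-NHO1 was inferred at q under 0.05, with 17 of 20 runs, without that rule, with 4 neighbors in the second round, by the partial correlation, in 4 fits without a batch, and with neighbors counted without direction, an alternative chosen after seeing the values.

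EIN2-PMR4 was inferred without the batch terms, with Col-0 arrays of the same batches only, and in 3 fits without a batch. COI1-RAR1 was inferred with 7 neighbors in the first round, with median centring, by the partial correlation and in 2 such fits. MPK3-RAR1 was inferred with 7 neighbors in the first or 6 in the second round, with all genes, with Col-0 arrays of the same batches only, by the partial correlation and in 6 such fits. RBOHD-SAG101 was inferred at q under 0.05, with adjustment within each mutant, with all genes, with the mixed model, with median centring, by the partial correlation and in 7 such fits.

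The paper infers a negative link of EIN3 and SID2 when JAR1 is left out. It was not inferred here. The paper holds that the NO sector has no negative links. Here DDE2-NIA2 was negative, in 22 of 30 settings, and not with Col-0 arrays of the same batches only or with median centring, nor in 6 fits without a batch. It came back in 13 of 100 draws with new noise, so the difference from the paper rests on a link that seldom recurs. The paper ranks PMR4 high by its number of links. Here 7 of the other 21 genes had more links than PMR4, 8 had as many and 6 had fewer.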

Other observations

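The tests of the *noa1* correlations without shared Col-0 arrays, the simulations with noise correlated between genes, the counts of listed relationships in them, the draws with new noise added to the profiles, and the exchange of mutants within the same experiment groups were chosen only after the result was seen.

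WRKY6 (AT1G62300), a transcription factor gene and the only named gene of the senescence list, fell in the mutants of R genes and of the SA sector except *npr1-1*. It fell by 2.16 on the log2 scale in *ndr1-1* (standard error 0.29, adjusted p = 1.6e-09 from limma), fell by 1.66 in *rps2-101C*, fell by 1.11 in *pad4-1* and fell by 1.00 in *sid2-2*, fell in *pbs2-1* as well (adjusted p = 0.0028), and its difference in *npr1-1* was −0.43 (adjusted p = 0.13). It also fell by 0.75 in *noa1* (adjusted p = 0.023), with −0.42 without replicate 2 of group 02 (adjusted p = 0.43). COR47, a dehydrin gene of the ABA list, rose by 1.52 in *ndr1-1* (adjusted p = 1.1e-06, higher in 3 of 3 batches), 1.22 in *rps2-101C* and 0.62 in *npr1-1*. The defensin gene PDF1.2 fell by 0.72 in *coi1-1* (adjusted p = 0.033, lower in 2 of 3 batches). AT2G43620, the only named marker of the paper, passed in no mutant.

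AT3G28270 rose by 1.82 in *ndr1-1*, 0.82 in *sid2-2*, 0.80 in *pad4-1* and 0.79 in *pbs2-1*, and by 1.25 in the double mutant *pad4-1 sag101-2*, whose closest profiles were those of *ndr1-1* (correlation 0.821), *rps2-101C* (0.813) and *pad4-1* (0.812), with −0.291 for *sag101-2*. AT3G54150 fell by 1.27 in that double mutant (adjusted p = 0.038). In ndr1-1b Hsp70-2 fell by 4.93 and UGT76B1 fell by 4.57, and CCL rose by 1.73. The double mutant *rbohD rbohF* was closest to *nia2* (0.607), with 0.444 for *rbohD* and 0.276 for *rbohF*.

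Splits of the Col-0 and mutant arrays that pay no regard to the batch exclude chance for *ndr1-1* (380 genes, highest other 302), *rps2-101C* (300, 215), *npr1-1* (221, 121), *pad4-1* (218, 86), *coi1-1* (160, 93), *sid2-2* (157, 142), *dde2-2* (9, 1) and *pen2-1* (9, 5), with 1 of 100 splits as large, and for *pbs2-1* (137, 149) and *noa1* (73, 163), with 2 of 100. In *ein2-1* (20, 62) 2 of 100 splits were as large, but so were 2 of 32 swaps of Col-0 and mutant arrays within a batch (highest other 60), so chance cannot be excluded there once the batch is kept. In *pbs2-1*, *noa1* and *ein2-1* 1 other split each called more genes than the real one, which points to a structure of the samples, most in *ein2-1* (62 beside 20) and *noa1* (163 beside 73). It was not traced further. Chance cannot be excluded for *rbohF* (2 genes, 6 of 100 splits, highest other 5) and *jar1-1* (1 gene, 9 of 100, 3). For the mutants with 0 genes by limma the splits decide nothing, since any split gives as many (100 of 100), and the highest others were *ein3-1* 2, *jin1-1* 0, *mpk3* 1, *mpk6-2* 1, *nho1-2* 9, *nia2* 2, *pmr4-1* 1, *rbohD* 14 and *sag101-2* 2. Their counts at an unadjusted p under 0.05 were 57, 24, 20, 7, 17, 14, 7, 36 and 6, and the mixed model gave 1 for *nho1-2* and 0 for the others. Within a batch, where Col-0 and mutant arrays are paired, swaps exclude chance for *npr1-1* and *pad4-1* (1 of 32 each, highest others 175 and 108). A share of 1 of 32 is the smallest these swaps can give, not corrected for the number of mutants. In *noa1* it was also 1 of 32, but the highest other was 62 beside 73. Against the Col-0 arrays of their own batches only 0 genes passed in *noa1* and 0 in *pbs2-1*. Chance cannot be called excluded for either of them once the batch is kept. For mutants with 3 arrays the 8 swaps are too few for a share under 0.05, with highest others of 267 for *ndr1-1*, 162 for *rps2-101C*, 41 for *pbs2-1*, 6 for *sid2-2*, 3 for *dde2-2*, and 160 for *coi1-1* and 9 for *pen2-1*, where 2 of 8 were as large.

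Array noise and shared Col-0 arrays may give as many links: the 64 links and 16 negative links lie within the limits of 82 and 27 for profiles without any mutant effect. The number of links of a single mutant decides nothing, since for all 22 mutants, *ndr1-1* with 3 links included, it lies within the limit of 8 to 10 that an unchanged mutant in its place reached. The mutants without a changed gene had 6 links for *ein3-1*, *mpk3*, *nho1-2*, *nia2*, *pmr4-1* and *rbohD*, 7 for *jin1-1* and *mpk6-2* and 4 for *sag101-2*. Beside the 21 listed relationships found with the listed sign, permuted mutants gave at most 11 (limit 8). Mutants exchanged only with others of the same groups gave a median of 8 (limit 13.0). Nearly all of the listed signs were taken from the study's own model of these data. The counts argue against links placed at random only as far as those signs can be relied on. With either sign counted, exchanges within the same groups gave a median of 10 (limit 15) beside 22. This argues against experiment groups as the whole source of these links. Counted with either sign, 22 listed relationships were linked, beside at most 15 in noise sets from residuals of whole arrays (limit 14) and at most 16 with normal noise, which argues against array noise and shared Col-0 arrays as the whole source of these links. The list was compiled by the study's authors, and how far array noise sets the other links stays open. If subtraction of a response shared by both profiles gave the negative links, most of them should join profiles with a correlation above 0, and 5 of 16 did. That count decides nothing. All 16 came from the second round, which leaves out the 6 nearest profiles and so the highest correlations. No biological explanation of the number of links was tested.

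Pairs of mutants profiled in a shared experiment group were linked more often, 44.1% of 68 pairs against 20.9% of 163, a difference of 23.3 percentage points (limit 12.8 with groups permuted). The difference was 20.1 among pairs from different sectors. Noise from residuals of whole arrays gave 27.5 (16.4 to 39.6), so shared batches and Col-0 arrays may be the source. That mutants with related functions were placed in one group stays open.

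For *noa1*, the correlations without shared Col-0 arrays were 0.752 with *pad4-1* (limit 0.566) and 0.655 with *npr1-1* (limit 0.398). They lie above what pairs of unchanged mutants reached, which argues against shared Col-0 arrays as the whole source of the likeness. An unchanged *noa1* beside a changed *pad4-1* or *npr1-1* was not simulated, so array noise in *noa1* stays open. The *noa1* arrays used include replicate 2 of group 02, whose removal left no changed gene in *noa1*. With *nia2* the value was 0.501 (limit 0.566), which array noise without shared arrays also reached, so the source of that likeness stays open. The *noa1* arrays were those of group 00 there, and those of group 02 for *pad4-1* and *npr1-1*. That does not show that the pairs differ: with shared arrays the correlation with *nia2* was lower than that with *pad4-1* by 0.161 (standard error 0.186) and than that with *npr1-1* by 0.111 (0.222).

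Over the pairs of mutants, 165 correlations were above 0 with a median of 0.119, and 39.7% of the profiles' sum of squares lay along 1 component. With new noise added to the profiles in 100 draws, 4 of the 64 links were found in 90 or more draws, COI1-PEN2, NDR1-RPS2, NPR1-SID2 and RAR1-RPS2, and 30 in fewer than 50.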
